# Inhibition of RIPK1 by ZJU-37 promotes oligodendrocyte progenitor proliferation and remyelination via NF-κB pathway

**DOI:** 10.1038/s41420-022-00929-2

**Published:** 2022-04-01

**Authors:** Xiao-Ru Ma, Shu-Ying Yang, Shuang-Shuang Zheng, Huan-Huan Yan, Hui-Min Gu, Fan Wang, Yang Wu, Zhao-Jun Dong, Di-Xian Wang, Yue Wang, Xianhui Meng, Jie Sun, Hong-Guang Xia, Jing-Wei Zhao

**Keywords:** Oligodendrocyte, Multiple sclerosis, Cell death in the nervous system

## Abstract

Receptor interacting serine/threonine protein kinase 1 (RIPK1) activation and necroptosis have been genetically and mechanistically linked with human multiple sclerosis and neurodegenerative diseases for which demyelination is a common key pathology. Demyelination can be healed through remyelination which is mediated by new oligodendrocytes derived from the adult oligodendrocyte progenitor cells (OPCs). Unfortunately, the efficiency of remyelination declines with progressive aging partially due to the depletion of OPCs following chronic or repeated demyelination. However, to our knowledge, so far there is no drug which enhances proliferation of OPCs, and it is unknown whether inhibiting RIPK1 activity directly affect OPCs, the central player of remyelination. Using TNFα induced RIPK1-dependent necroptosis in Jurkat FADD^−/−^ cells as a cell death assay, we screened from 2112 FDA-approved drugs and the drug candidates of new RIPK1 inhibitors selected by ourselves, and identified ZJU-37, a small molecule modified by introducing an amide bond to Nec-1s, is a new RIPK1 kinase inhibitor with higher potency than Nec-1s which has the best reported potency. We unveil in addition to protecting myelin from demyelination and axons from degeneration, ZJU-37 exhibits a new role on promoting proliferation of OPCs and enhancing remyelination by inhibiting RIPK1 kinase activity with higher potency than Nec-1s. Mechanistically, ZJU-37 promotes proliferation of OPCs by enhancing the transcription of platelet derived growth factor receptor alpha via NF-κB pathway. This work identifies ZJU-37 as a new drug candidate which enhances remyelination by promoting proliferation of OPCs, paving the way for a potential drug to enhance myelin repair.

## Introduction

Demyelination, axonal degeneration and neuroinflammation are key pathology of multiple sclerosis (MS), an autoimmune disease of the central nervous system (CNS) [1, 2] with autoimmune-mediated demyelination as the core pathology [1–3]. After demyelination, a spontaneous regenerative process called remyelination is triggered, and the oligodendrocyte progenitor cells (OPCs) are responsible for this process which limits and repairs the damage [3]. Unfortunately, the efficiency of remyelination declines in many MS patients especially those in the progressive phase, largely due to both the declined intrinsic capacity of OPCs and the deteriorated pro-inflammatory microenvironment [3, 4]. The density of OPCs within the CNS lesions of MS patients becomes less than the non-lesioned surrounding [5], and such reduction exacerbates further with progressive aging [6], highlighting the necessity to expand the pool size of the adult OPCs. Targeting its key pathology, there have been different drugs and ongoing clinical trials on MS [4, 7], however, none of them enhances proliferation of OPCs. Therefore, searching new drug candidate which promotes proliferation of OPCs and remyelination is of great significance for the treatment of MS.

Accumulating evidence links MS with activation of necroptosis. The level of tumor necrosis factor alpha (TNFα), the ligand for necroptosis, is elevated in the serum, brain and cerebral spinal fluid of MS patients, and the hallmark mediators of necroptosis including receptor interacting serine/threonine protein kinase 1 (RIPK1) are activated in both mature oligodendrocytes [8] and neurons [9] within demyelinated lesion of both animal models and MS patients. Importantly, inhibiting necroptosis by Nec-1s, so far the most potent inhibitor of RIPK1 activity [10–12], protects mature oligodendrocytes from death [8, 13] and attenuates symptoms in a MS mouse model [14], indicating that inhibiting RIPK1 activity both protects myelin from demyelination and reduces neuroinflammation [8, 9, 14]. However, it is unknown whether inhibiting RIPK1 activity directly affect OPCs, the central player of remyelination. Due to its great potential as a drug candidate, it is of great value to develop new potent RIPK1 inhibitors.

In this study, we identified ZJU-37, a modified form of Nec-1s by introducing an amide bond, as a new RIPK1 kinase inhibitor with higher potency than Nec-1s and further uncovered a new role of ZJU-37 on promoting proliferation of OPCs and enhancing remyelination. Our results unveil that ZJU-37 is a potential drug candidate for demyelinating diseases.

## Results

### A high-throughput screen identifies ZJU-37 as a RIPK1 kinase inhibitor with higher potency than Nec-1s

RIPK1 is a critical regulator of necroptosis [12], and in Jurkat FADD^−/−^ cells TNFα can induce RIPK1-dependent necroptosis [15, 16] which is notably protected by necrostatin-1s (Nec-1s), a RIPK1 kinase activity inhibitor with the best reported potency [10–12]. Using this cell death assay based high-throughput screen model, we screened from 2112 FDA-approved drugs and the drug candidates of new RIPK1 inhibitors selected by ourselves (Fig. 1A). We found that among the top 9 positive hits, the cell viability is best rescued by ZJU-37, a small-molecule compound modified from Nec-1s and was produced in our lab, exhibited potency comparable to Nec-1s at higher dose (Fig. 1B). To determine whether the identified hits are RIPK1 kinase inhibitors, we tested the level of p-RIPK1 (S166), the hallmark of RIPK1 kinase activation. We found that the level of p-RIPK1 decreased to different levels after the treatment of ZJU-37 and other hits (Fig. 1C). Interestingly, both ZJU-37 and Nec-1s show the best potency in inhibiting RIPK1 activity among all the hits tested (Fig. 1C–E and Supplementary Table 1). Our screen also revealed a series of novel RIPK1 inhibitors including several drug candidates which are undergoing clinical trials and have not reported previously (Supplementary Table 2). To observe the protective effect of ZJU-37 and Nec-1s on the cell morphology change caused by TNFα induced necroptosis, using scanning electron microscope (SEM), we first established the typical cell surface features of TNFα induced necroptosis: reduction or loss of microvilli; plasma membrane shrinking, breaking down or forming cluster of small bulbs (Fig. 1F). We confirmed that both ZJU-37 and Nec-1s effectively protected Jurkat FADD^−/−^ cells from necroptosis (Fig. 1F). Consistently, we found that ZJU-37 strongly inhibited necroptosis in several different cell lines, including Jurkat FADD^−/−^, BV2 and U937 cells (Fig. 1G). By using an in vitro kinase assay, we confirmed that ZJU-37 inhibits the kinase activity of RIPK1 indeed (Fig. 1H). Comparison of the potency and titer between ZJU-37 and Nec-1s showed that the IC_50_ of ZJU-37 inhibiting RIPK1 kinase activity in vitro was 366.4 nM, less than one third of Nec-1s (Fig. 1I). Consistently, the EC_50_ of ZJU-37 for cell viability in Jurkat FADD^−/−^ cells was less than one fifth of that for Nec-1s (Fig. 1J). These results identify ZJU-37 as a RIPK1 kinase inhibitor which exhibits higher potency than Nec-1s.

**Fig. 1:**
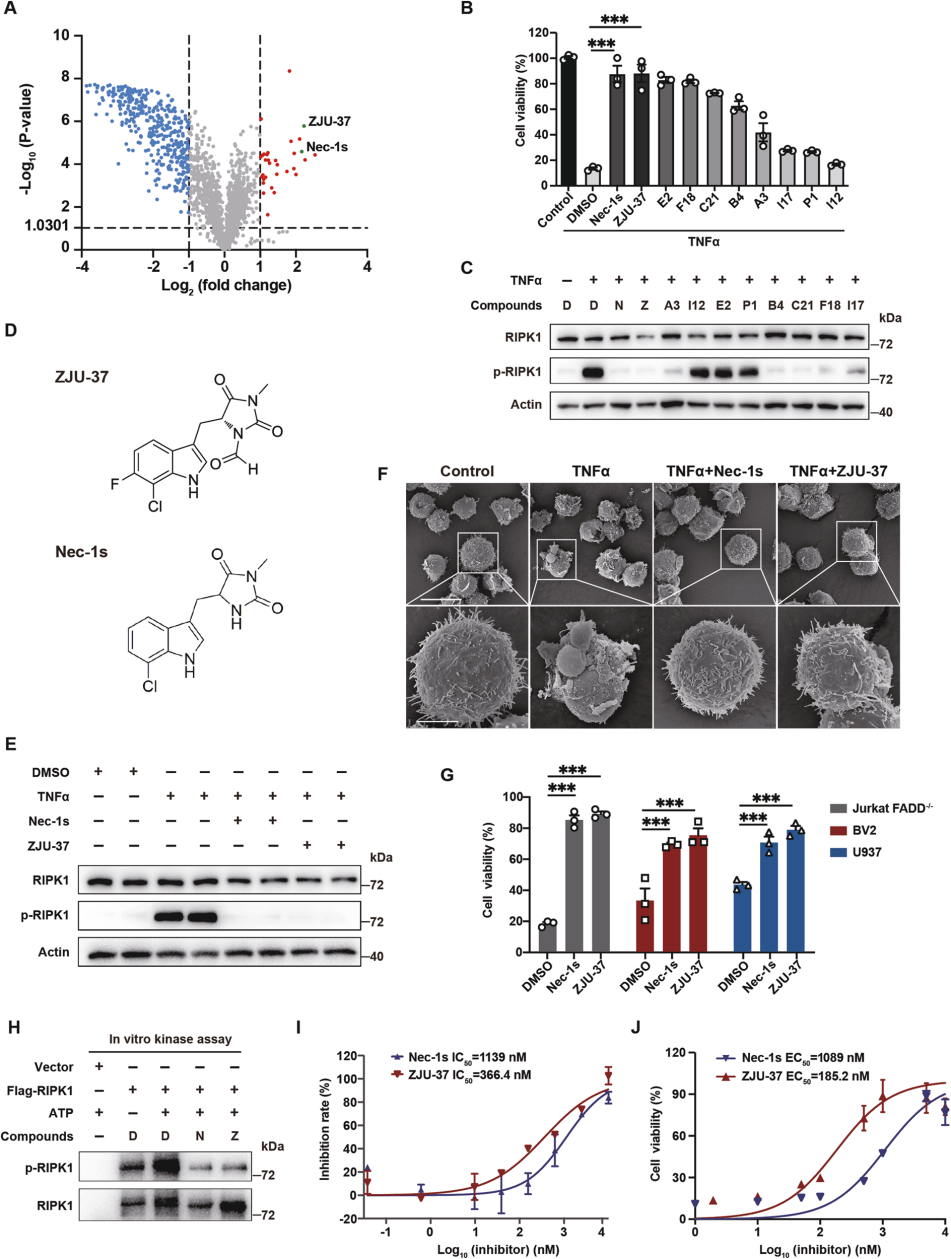
A high-throughput screen identifies ZJU-37 as a RIPK1 kinase inhibitor with higher potency than Nec-1s. **A** High-throughput screening of a FDA approved 2112 compounds library and ZJU-37, a modified small-molecule compound of Nec-1 produced by ourselves, in Jurkat FADD^−/−^ cells by inducing necroptosis. From this compound library, 32 compounds including Nec-1s and ZJU-37 showed protective effect from cell necroptosis. Concentration of compounds: 10 μM. “fold” refers to “the ratio of the cell viability of TNFα + compound treated Jurkat FADD^−/−^ cells to that of TNFα + DMSO treated Jurkat FADD^−/−^ cells”. **B** Quantification of cell viability in TNFα ± indicated compounds-treated Jurkat FADD^−/−^ cells (one-way ANOVA, Tukey’s post hoc test, *n* = 3 plate wells for each compound). E2: Debriefing; F18: Pexmetinib; C21: GSK2606414; B4: GSK2656157; A3: Nintedanib; I17: TAK-632; P1: Pazopanib; I12: Osthole. **C** Western blot of RIPK1 and (p-RIPK1) in Jurkat FADD^−/−^ cells (D: DMSO; N: Nec-1s; Z: ZJU-37). **D** The structure of ZJU-37 and Nec-1s. **E** Jurkat FADD^−/−^ cells treated with various combinations of ± TNFα, ± Nec-1s, and ±ZJU-37. The levels of RIPK1 and p-RIPK1 were determined by western blot. **F** Representative images of scanning electron microscope showing necroptosis induced by TNFα in Jurkat FADD^−/−^ cells and protected by Nec-1s and ZJU-37. Scale bars, 20 μm (top row), 5 μm (bottom row). **G** Quantification of cell viability in Jurkat FADD^−/−^ (TNFα), BV2 (z-VAD), or U937 (TNFα and z-VAD) cells after treatment as indicated (two-way repeated ANOVA, Sidak’s post hoc test, *n* = 3 plate wells for each compound). **H** In vitro kinase assay. HEK293T cells were transfected with Flag-RIPK1 or vehicle and treated with Nec-1s or ZJU-37 for 20 h. Flag-RIPK1 was immunoprecipitated using anti-Flag and incubated with or without 50 μM inhibitors as indicated at 30 °C for 30 min. The levels of RIPK1 and p-RIPK1 were determined by western blot. **I** Inhibitory effectiveness of RIPK1 kinase activity comparison between Nec-1s and ZJU-37 in the kinase-Glo assay (in vitro kinase assay shown in H). 8 different concentrations of both Nec-1s and ZJU-37 were used in this experiment (*n* = 2 plate wells). **J** Protective potency from necroptosis of Jurkat FADD^−/−^ cells treated with TNFα ± Nec-1s or TNFα ± ZJU-37 was measured using CellTiter-Glo assay. 8 different concentrations of both Nec-1s and ZJU-37 were used in this experiment (*n* = 3 plate wells). All data are presented as mean ± SEM. *P < 0.05; **P < 0.01, ***P < 0.001, n.s.: no significance.

### ZJU-37 exhibits dual protective effects in vivo

Next we found that ZJU-37 penetrated the blood-brain barrier (BBB) and entered into the brain parenchyma (Fig. 2A). There was no significant bodyweight change (Supplementary Fig. 1) and no abnormal appearance in the ZJU-37 group. Taking previous reports into account [12], our preliminary data suggest that no obvious toxicity was caused by ZJU-37.

**Fig. 2:**
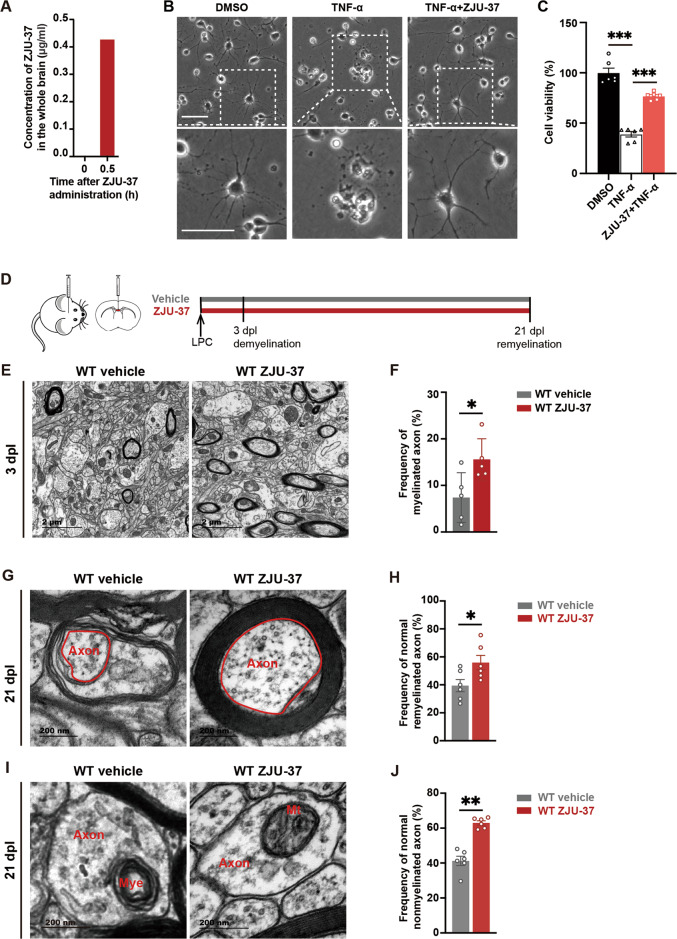
ZJU-37 exhibits dual protective effects in vivo. **A** ZJU-37 was measured in the supernatant of the whole brain by HPLC 30 min after intraperitoneal injection of ZJU-37 (4 mg/kg). **B** Representative images of rat OPCs treated with mouse TNF-α (100 ng/ml) ± ZJU-37 (5 μM) for 36 h. Scale bar: 50 μm. **C** Quantification of cell viability in TNF-α ± ZJU-37 treated OPCs (one-way ANOVA, Tukey’s post hoc test, *n* = 6 plate wells for each group). **D** Experimental design to evaluate demyelination and the ultrastructure of axons in the demyelination lesion. **E** Representative transmission electron micrograph within the demyelinated lesion at 3 dpl. **F** Quantification of the myelinated axons (two-tailed *t* test) within the demyelination region at 3 dpl (*n* = 5 mice). **G** Representative transmission electron micrographs of axons that were wrapped with myelin within the demyelination region at 21 dpl. **H** Quantification of the axons with normal ultrastructure and with myelin (two-tailed *t* test) within the demyelination region at 21 dpl (*n* = 6 mice). Scale bars, 1 μm. **I** Representative transmission electron micrographs of non-myelinated axons within the demyelination region at 21 dpl. Mye: myelin, Mt: mitochondria. **J** Quantification of the axons with normal ultrastructure but without myelin (two-tailed *t* test) within the demyelination region at 21 dpl (*n* = 6 mice). All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. no significance.

Inhibition of RIPK1 can effectively ameliorate the pathologies and promote remyelination in various neurodegenerative diseases including MS [8, 17] and amyotrophic lateral sclerosis (ALS) [17, 18] mainly mediated by protecting oligodendrocytes from necroptosis [8, 13]. To further explore whether ZJU-37 protects OPCs from necroptosis in vitro, we induced OPC necroptosis by adding mouse TNF-α (Fig. 2B, C), and found the death of OPCs was rescued by ZJU-37 (Fig. 2B, C), indicating that ZJU-37 protects OPCs from TNF-α induced necroptosis in vitro. To explore whether ZJU-37 can protect myelin from demyelination in vivo, we induced demyelination in the mouse corpus callosum by focal injection of lysolecithin (LPC), a well-established in vivo model for studying demyelination and remyelination [3]. Half an hour before the LPC injection, ZJU-37 or vehicle were intraperitoneally (i.p.) injected into the mice, and then ZJU-37 or vehicle was once daily injected for 3 days when demyelination has completed [19, 20] (Fig. 2D). Using transmission electron microscope (TEM), we showed that at 3 days post lesion (dpl) (Fig. 2E), the frequency of myelinated axons within the lesion in the ZJU-37 treatment group was doubled than that of the vehicle group (Fig. 2F), indicating that ZJU-37 protects myelin from demyelination even in a very toxic condition. Given that inhibition of RIPK1 can protect axons from degeneration [18, 21], using TEM we showed that at 21 dpl when remyelination completes, some axons in the control group shrank or collapsed (Fig. 2G), contained myelin spheres (Fig. 2I) and abnormal-looking mitochondria in the axon and the space between axon and myelin expanded (Fig. 2G). Quantification verified that the proportion of normal-looking axons either with myelin (Fig. 2H) or without myelin (Fig. 2J) is higher in the ZJU-37 treated group, confirming that ZJU-37 protects axons from degeneration even within toxin-induced demyelination lesion. These data confirmed the dual protective effects of ZJU-37 in vivo: protects myelin from demyelination and axons from degeneration.

### ZJU-37 promotes OPC proliferation in vitro with higher efficacy than Nec-1s

We next explored whether ZJU-37 exhibits effects other than protection from necroptosis. It is unknown whether ZJU-37 affects OPCs, the adult neural stem cells responsible for remyelination [3, 22]. To this end, we purified OPCs from newborn rat brain and tested their proliferation (Fig. 3A, B) or differentiation (Fig. 3E, F) after compounds treatment. We found that after 5 μM ZJU-37 treatment, the proportion of proliferating OPCs was significantly higher than that of the DMSO group and peaked at 36 h (Fig. 3C). Nec-1s also promoted OPC proliferation, but to a lower level than ZJU-37 (Fig. 3C). Titer test with different concentrations revealed that 5 μM ZJU-37 promoted OPC proliferation most effectively (Fig. 3D). 5 μM Nec-1s also promoted OPC proliferation, but did not reach the level of ZJU-37 (Fig. 3D). However, neither ZJU-37 nor Nec-1s affected the differentiation of OPCs at all concentrations and treatment times tested (Fig. 3G, H). Our results indicated that ZJU-37 exhibits higher potency than Nec-1s in enhancing OPC proliferation in vitro.

**Fig. 3:**
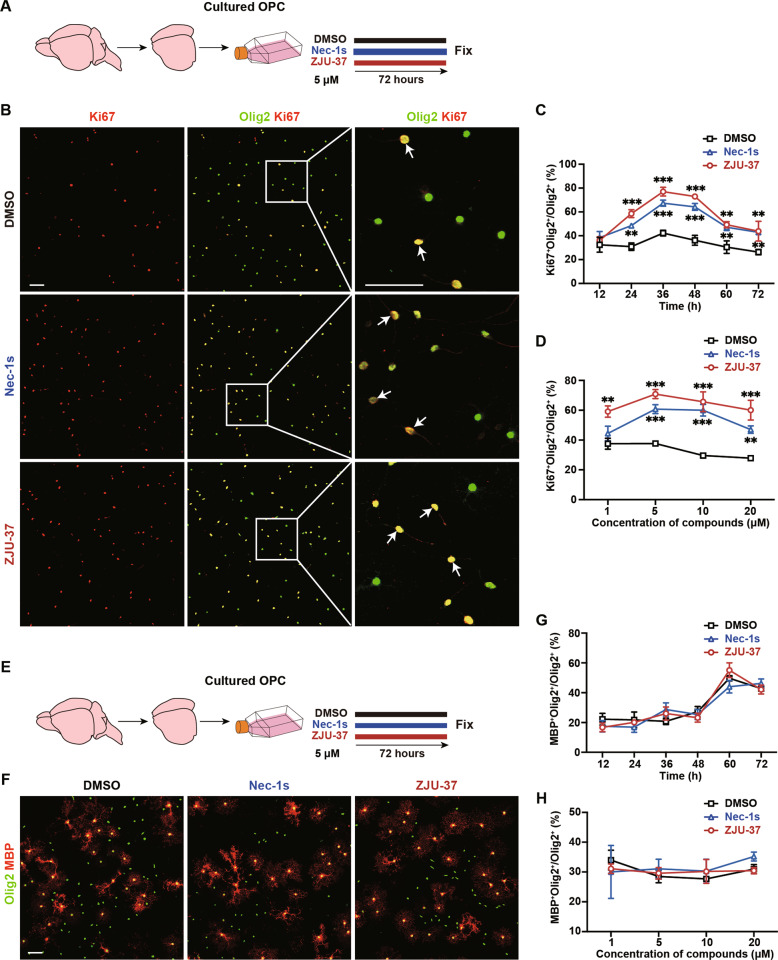
ZJU-37 promotes OPC proliferation in vitro with higher efficacy than Nec-1s. **A** Schematic diagram of the experiment for testing OPC proliferation in vitro. **B** Representative fluorescence images of proliferating primary rat OPCs treated with DMSO, Nec-1s (5 μM) or ZJU-37 (5 μM) for 36 h. Proliferating OPCs was visualized by Ki67 (red) and Olig2 (green). Scale bars, 50 μm. Quantification of proliferating OPCs over (**C**) time and (**D**) concentration of compounds (two-way repeated ANOVA, Sidak’s post hoc test, *n* = 3 plate wells). **E** Schematic diagram of the experiment for testing OPC differentiation in vitro. **F** Representative fluorescence images of differentiated primary rat OPCs treated with DMSO, Nec-1s or ZJU-37 for 48 h. Differentiated mature oligodendrocyte was visualized by MBP (red) and Olig2 (green). Scale bars, 50 μm. Quantification of differentiated OPC over (**G**) time and (**H**) drug concentration (two-way repeated ANOVA, Sidak’s post hoc test, *n* = 3 plate wells). All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. no significance.

### ZJU-37 promotes OPC proliferation within the demyelination lesion in vivo

In response to demyelination, OPCs are recruited into the lesion and expand their number by proliferation [1–3, 22]. To test whether ZJU-37 affects the OPC proliferation in vivo, we used a demyelination mouse model which provides clear temporal sequence of proliferation, differentiation of OPCs and remyelination [22, 23]. We tested the proliferation of OPCs within the lesion at 5 dpl when OPC proliferation peaks [20] (Fig. 4A), and found that ZJU-37 increased the density and proportion of proliferating OPCs (Ki67^+^Olig2^+^) while did not change the density of oligodendrocyte lineage cells (Fig. 4B–E), indicating that ZJU-37 promotes OPC proliferation in vivo.

**Fig. 4:**
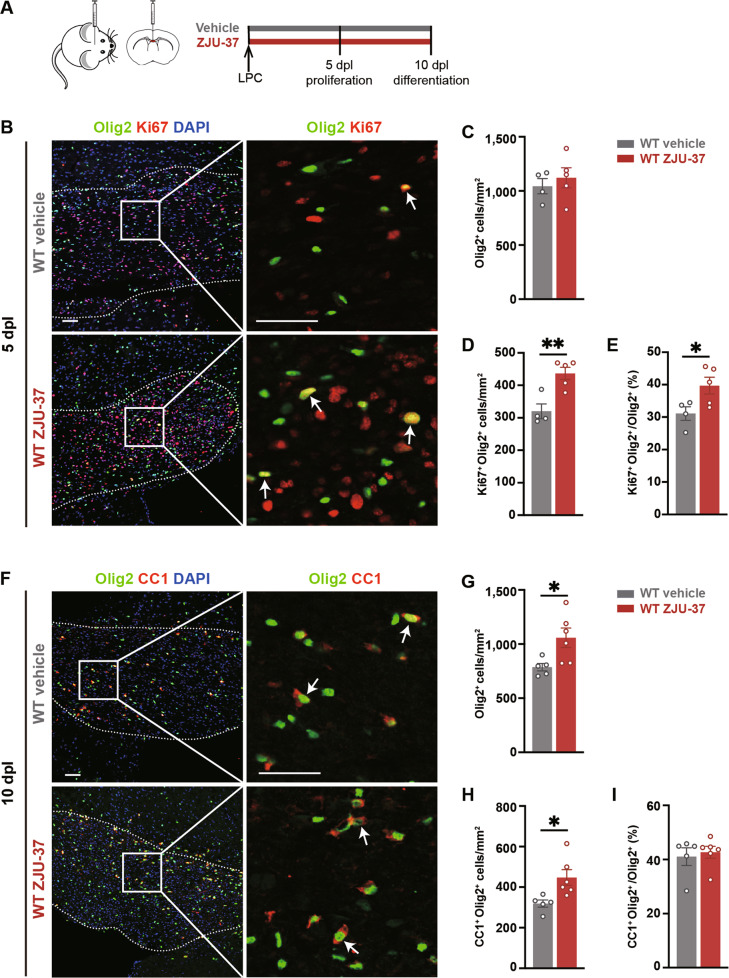
ZJU-37 promotes OPC proliferation within the demyelination lesion in vivo. **A** Schematic diagram of the experimental design. **B** Representative fluorescence images of proliferating OPCs (arrows, Olig2^+^Ki67^+^ cells) within the demyelination region (dotted line) at 5 dpl. Scale bars, 50 μm. **C**–**E** Quantification of (**C**) oligodendrocyte lineage cell numbers, (**D**) proliferating OPCs numbers and (**E**) proportion of proliferating OPCs in all oligodendrocyte lineage cells within the demyelination region at 5 dpl (two-tailed *t* test, *n* = 4 mice in the vehicle group, *n* = 5 mice in the ZJU-37 group). **F** Representative images of differentiated oligodendrocytes (arrows, Olig2^+^CC1^+^ cells) within the demyelination region at 10 dpl. DAPI (blue), Olig2 (green), CC1 (red). Scale bars, 50 μm. Quantification of (**G**) oligodendrocyte lineage cell numbers, (**H**) differentiated oligodendrocytes numbers and (**I**) proportion of differentiated oligodendrocytes in all oligodendrocyte lineage cells within the lesion region at 10 dpl (two-tailed *t* test, *n* = 5 mice in the vehicle group, *n* = 6 mice in the ZJU-37 group). All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n*.*s. no significance.

Next we tested the differentiation of OPCs within the lesion at 10 dpl when OPC differentiation peaks [19, 23]. We showed that the density of oligodendrocyte lineage cells (olig2^+^) and mature oligodendrocytes (CC1^+^Olig2^+^) increased in the ZJU-37 group (Fig.4F–H) in proportion to the increased proliferating OPCs (Fig. 4D), while the proportion of mature oligodendrocytes (CC1^+^Olig2^+^/ Olig2^+^) did not change (Fig. 4F, I). The increase in the number of mature oligodendrocytes is likely due to the enhanced proliferation of OPC.

### ZJU-37 enhances remyelination in vivo

To test the effect of ZJU-37 on remyelination in vivo, we used the focal LPC-induced demyelination model, and the remyelination was evaluated under TEM. At 10 dpl (Fig. 5A) when remyelination emerges, we confirmed a significant increase in the number of remyelinated axons (light blue) in ZJU-37 treatment group whereas more axons still remained demyelinated (pink) in the vehicle group (Fig. 5B). The frequency of remyelinated axon increased to 26% of total axons after ZJU-37 treatment (Fig. 5C). Unchanged G-Ratio value reflects no difference between two groups in the thickness of newly formed myelin (Fig. 5D, E). We established a set of graded evaluation criteria on ultrastructure of myelin in the corpus callosum from grade 0 to grade 4 which is described in detail in the Methods. By this set of criteria we found that the frequency of grade 0 (normal) myelin increased while the frequency of grade 2 myelin decreased by ZJU-37 treatment (Fig. 5F, L). At 21 dpl (Fig. 5G, H) when remyelination completes, both the frequency of remyelinated axons (Fig. 5I) and the thickness of newly formed myelin (Fig. 5J, K) increased by ZJU-37. Our data indicate that ZJU-37 not only accelerates the process of remyelination, but also improves the quality of newly formed myelin.

**Fig. 5:**
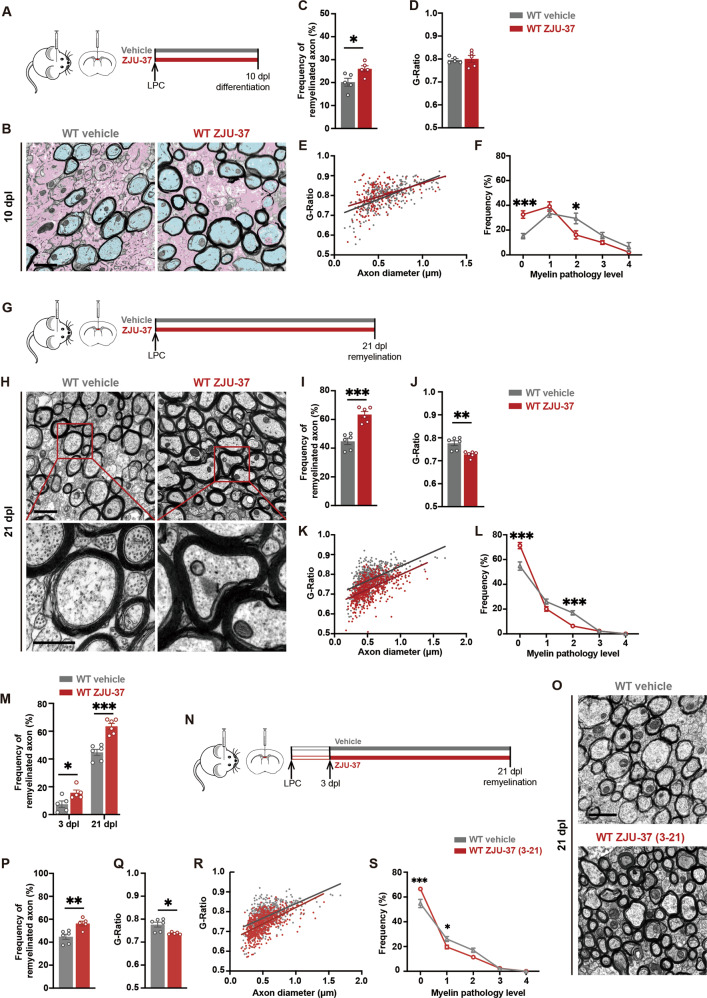
ZJU-37 enhances remyelination in vivo. **A** Schematic diagram of the experimental design. **B** Representative transmission electron micrographs within the demyelination region at 10 dpl. Scale bars, 1 μm. **C–F** Quantification of (**C**) remyelinated axons (two-tailed *t* test), (**D**) G-Ratio (two-tailed *t* test), (**E**) individual G-Ratio distribution (linear regression) and (**F**) myelin pathology level (two-way repeated ANOVA, Sidak’s post hoc test) within the demyelination region at 10 dpl (*n* = 5 mice). **G** Experimental design to test remyelination in vivo. **H** Representative electron micrographs within the demyelination region at 21 dpl. Scale bars, 1 μm (upper row), 500 nm (lower row). **I**–**L** Quantification of (**I**) remyelinated axons (two-tails *t* test), (**J**) G-Ratio (two-tailed *t* test), (**K**) individual G-Ratio distribution (linear regression) and (**L**) myelin pathology level (two-way repeated ANOVA, Sidak’s post hoc test) within the demyelination region at 21 dpl (*n* = 6 mice). **M** Quantification of remyelinated axons within the demyelination region at 3 dpl and 21 dpl (two-way repeated ANOVA, Sidak’s post hoc test). **N** Experimental design to test the effect of ZJU-37 on remyelination after completion of demyelination (ZJU-37 treatment started on the third day post LPC injection when demyelination has finished). **O** Representative transmission electron micrographs within the demyelination region at 21 dpl. **P**–**S** Quantification of (**P**) the remyelinated axons (two-tailed *t* test), (**Q**) G-Ratio (two-tailed *t* test), (**R**) individual G-Ratio distribution (linear regression) and (**S**) the myelin pathology level (two-way repeated ANOVA, Sidak’s post hoc test) within the demyelination region at 21 dpl (*n* = 5 mice). All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. no significance.

At 3 dpl when demyelination completes whereas remyelination has not started [19, 20], the difference in the frequency of remyelinated axons between ZJU-37 and control reflects the effects of ZJU-37 on protecting myelin from demyelination (Fig. 2A–D, Fig. 5M). In comparison, at 21 dpl when remyelination completes, this difference doubled (Fig. 5M), suggesting that ZJU-37 enhancing remyelination could be caused by both protecting myelin from demyelination and directly promoting proliferation of OPCs in vivo.

To explore the potential of ZJU-37 as a treatment, the ZJU-37 or vehicle was i.p. injected starting from 3 dpl when demyelination has fully established [19, 23], and injected daily until tissue fixation (Fig. 5N). We found that at 21 dpl (Fig. 5O), both the frequency of remyelinated axons (Fig. 5P) and the thickness of newly formed myelin increased (Fig. 5Q, R). The frequency of normal-looking newly formed myelin (grade 0) increased while the grade 1 myelin decreased (Fig. 5S) by ZJU-37. These results indicate that, remarkably, ZJU-37 enhances remyelination as a treatment after demyelination established.

### ZJU-37 promotes OPC proliferation and enhances remyelination by inhibiting RIPK1 kinase activity

It has been shown that the RIPK1 D138N kinase-dead knock-in mutation is deficient both to be inhibited by RIPK1 inhibitors and in TNFα-induced necroptosis [24, 25]. We cultured OPCs from the RIPK1^D138N^ and the WT mice and found that the proliferation of the RIPK1^D138N^ OPCs was much higher than that of the WT OPCs, and ZJU-37 treatment did not change the proliferation of the RIPK1^D138N^ OPCs (Supplementary Fig. 2A, B), confirming that ZJU-37 promotes OPC proliferation by inhibiting RIPK1 kinase activity. To ask whether the effect of ZJU-37 on remyelination is mediated by inhibition of RIPK1 kinase activity in vivo, we induced demyelination in the RIPK1^D138N^ and the WT mice and i.p. injected ZJU-37 or vehicle into the RIPK1^D138N^ mice daily until tissue fixation (Fig. 6A). The results showed that at 5 dpl, the density of oligodendrocyte lineage cells, the density and the proportion of proliferating OPCs consistently increased within the lesion of the RIPK1^D138N^ mice compared to the WT mice (Fig. 6B–E). Importantly, none of the three indexes was affected by ZJU-37 in the RIPK1^D138N^ mice (Fig. 6B–E). Collectively, these results confirmed that ZJU-37 promotes OPC proliferation by inhibiting RIPK1 kinase activity.

**Fig. 6:**
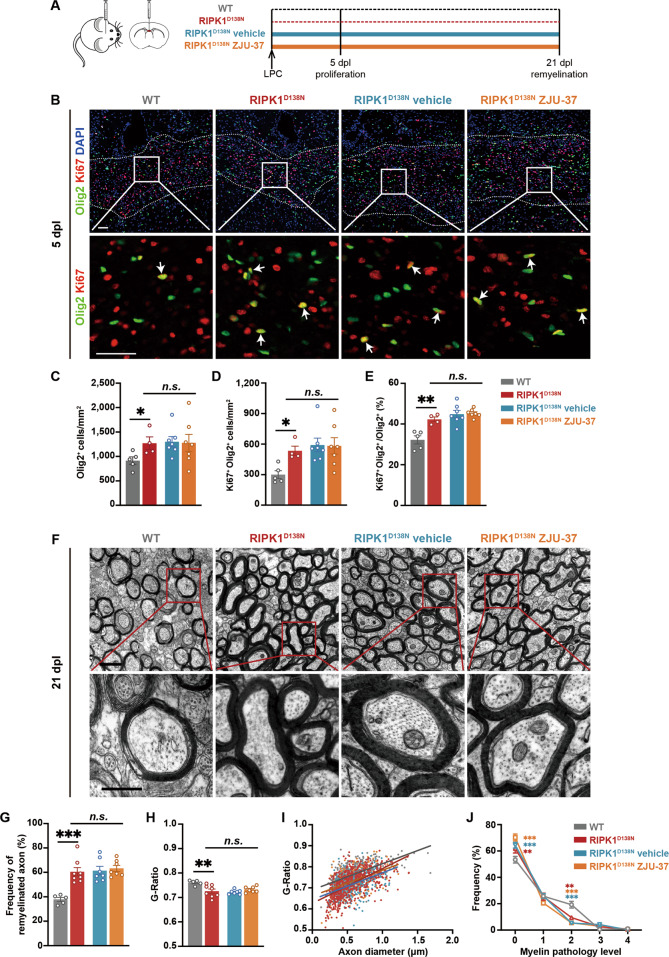
ZJU-37 promotes OPC proliferation and enhances remyelination by inhibiting RIPK1 kinase activity. **A** Schematic diagram of the experimental design. **B** Representative fluorescence images of the proliferating OPCs within the demyelination region at 5 dpl. Scale bars, 50 μm. **C**–**E** Quantification of (**C**) the oligodendrocyte lineage cell numbers, (**D**) the proliferating OPCs numbers and (**E**) the proportion of proliferating OPCs in all oligodendrocyte lineage cells within the lesion region at 5 dpl (one-way ANOVA, Tukey’s post hoc test, *n* = 5 mice in the WT group, *n* = 4 mice in the RIPK1^D138N^ group, *n* = 7 mice in the RIPK1^D138N^ vehicle and RIPK1^D138N^ ZJU-37 group). **F** Representative transmission electron micrographs within the demyelination region at 21 dpl. Scale bars, 1 μm (upper row), 500 nm (lower row). **G**–**J** Quantification of (**G**) the remyelinated axons (one-way ANOVA, Tukey’s post hoc test), (**H**) G-Ratio (one-way ANOVA, Tukey’s post hoc test), (**I**) individual G-Ratio distribution (linear regression) and (**J**) the myelin pathology level (two-way repeated ANOVA, Sidak’s post hoc test) within the demyelination region at 21 dpl (*n* = 5 mice per group). All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. no significance.

At 21 dpl, under TEM, we showed that the frequency of remyelinated axon significantly increased in the RIPK1^D138N^ mice (Fig. 6F, G), and the newly formed myelin in the RIPK1^D138N^ mice was thicker than the WT mice (Fig. 6H, I). The frequency of normal-looking newly formed myelin (grade 0) increased in the RIPK1^D138N^ mice while the grade 2 myelin decreased, indicating that the quality of the newly formed myelin in the RIPK1^D138N^ mice was much better than the WT mice (Fig. 6J). Remarkably, neither of these indexes was affected by ZJU-37 in the RIPK1^D138N^ mice (Fig. 6F–J), demonstrating that ZJU-37 promotes remyelination by inhibiting RIPK1 kinase activity in vivo.

### ZJU-37 promotes transcription of PDGFRα and proliferation of OPCs via NF-κB

To explore how ZJU-37 regulates the transcriptional network in OPCs, we analyzed the ZJU-37 regulated gene transcription of OPCs isolated from the brains of new-born rat by RNA sequencing (RNA-seq). 

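Primary oligodendrocyte precursor cells (OPCs), the dividing cells that give rise to oligodendrocytes, were cultured with the solvent DMSO or with the RIPK1 inhibitor ZJU-37, and poly-A RNA from 3 libraries per group was sequenced. The Methods give a treatment of 30 h, whereas the legend of Fig. 7 and the sample labels give 36 h, and the labels give a dose of 5 µM. The Methods describe the libraries as biological repeats and the legend as plate wells. The authors counted reads per gene with FeatureCounts and deposited the raw counts of 32883 genes together with FPKM values and their own DESeq2 comparison. The aligner and the genome build are not named in the paper's text. The counts summed to 13935865, 18060196 and 18754529 for DMSO replicates 1, 2 and 3 (median 18060196), and to 17769843, 20934148 and 24097927 for ZJU-37 replicates 1, 2 and 3 (median 20934148). At these depths 3 counts correspond to between 0.124 and 0.215 CPM (counts scaled to the library total), a limit that covers counting error only. The 10 most abundant genes took between 5.72% and 6.82% of the counts of a library. From the counts, the groups were compared with edgeR's quasi-likelihood test after TMM normalization and removal of genes with low counts, which left 14670 genes, and p-values were adjusted by the Benjamini-Hochberg method. CPM values below are on the TMM scale. Both groups carry replicate numbers 1 to 3. Across genes, the deviations of same-numbered libraries from their group means correlated with r = 0.39, 0.31 and 0.33, whereas those of differently numbered libraries had r between -0.27 and -0.01, where genes are not independent replicates. The main results are therefore given without and with the replicate number as a block. The labels name no sequencing batch.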

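Between ZJU-37-treated and DMSO-treated OPCs, 2201 of the 14670 tested genes had an adjusted p-value under 0.05 in the edgeR test, 1383 of them higher and 818 lower with ZJU-37. Of these, 410 genes had a log2 fold change of at least 1 and 212 genes had one of at most -1. In each of these 622 genes the 3 ZJU-37 libraries did not overlap the 3 DMSO libraries, which their selection from the same libraries makes likely. Of all tested genes, 35.2% showed no overlap, against the 10% that chance gives. With the replicate number as a block, 4705 genes had an adjusted p-value under 0.05, of which 2194 were among the 2201, and 453 genes were upregulated and 260 downregulated at the same fold change limits. Among the alternatives, the count of genes under the adjusted threshold moved most when the p-value was left unadjusted and set at the lower line of Fig. 7A, which gave 5215 genes. In the authors' deposited table, 2575 genes had an adjusted p-value under 0.05, of which 438 had a log2 fold change above 1 and 252 one below -1. At an unadjusted p-value under 0.05 the authors' deposited table held 518 genes above 1 and 322 genes below -1. All 410 upregulated and all 212 downregulated genes of the edgeR test were among those 518 and 322 genes. The largest increases among genes with a mean of at least 1 CPM and no overlap between the groups were those of LOC100912571, AABR07072602.1, Fbn2, Ckmt1 and Mchr1, with log2 fold changes of 3.89, 3.83, 3.79, 3.54 and 3.47. Fbn2 rose from 17.4 ± 1.85 CPM to 241 ± 11.5 CPM (SD, n = 3 libraries each), with a standard error of 0.10 and an adjusted p-value of 4.49e-05 from edgeR's quasi-likelihood test (7.89e-09 with the block). The largest decreases in the same test were those of Myo7b, Thsd7b, Cdkn1c, LOC108349752 and AABR07021536.1, with log2 fold changes of -4.45, -3.99, -3.95, -3.71 and -3.61. Myo7b had 12, 1 and 6 counts and LOC108349752 had 2, 5 and 7 counts in ZJU-37 replicates 1, 2 and 3. Neither passed a filter of at least 10 counts in every library, and with limma on log2(FPKM + 1) their log2 fold changes were -0.93 and -1.97, so that their places among the largest decreases depend on the method. The annotated spans of LOC100912571, Ckmt1, Myo7b and AABR07021536.1 overlap those of other counted genes, so that their counts are uncertain. The span of Fbn2 overlaps that of a gene with a total count of 11. Cdkn1c, which encodes an inhibitor of cyclin-dependent kinases, fell from 176 ± 12.7 CPM to 11.4 ± 2.46 CPM (SD, n = 3 libraries each), with a standard error of 0.16 and an adjusted p-value of 1.32e-04 from the same edgeR test (4.48e-06 with the block).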

The volcano plot analysis showed a total of 2575 genes were detected and 518 genes were upregulated whereas 322 genes were downregulated by ZJU-37 (Fig. 7A). The KEGG pathway analysis showed that the most upregulated pathway was the cell cycle pathway (Fig. 7B). 

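The KEGG database was not used here. The 6 pathways, taken from Fig. 7B, were represented by gene lists written from general knowledge, of which at least 95.2% of members were found in the table. The lists were written before the data were examined, but after Fig. 7 had been read. The paper found these pathways in the same libraries, so their enrichment here is not independent support. Among the 410 upregulated genes, 20 belonged to the cell cycle list, which had 114 tested members, an odds ratio of 7.73 (one-sided Fisher's exact test against the 14670 tested genes, adjusted p = 1.38e-10 over the 6 lists). The DNA replication list had 13 upregulated genes among 34 tested members, an odds ratio of 22.2 (adjusted p = 1.72e-11, same exact test), the smallest p-value of the 6. The Fanconi anemia, homologous recombination, nucleotide excision repair and p53 signaling lists had 11 of 47, 9 of 35, 6 of 42 and 5 of 55 members upregulated, with odds ratios of 10.9, 12.3, 5.87 and 3.51. These lists share members. With the replicate block the cell cycle list again had 20 members among 453 upregulated genes, an odds ratio of 6.94 (adjusted p = 8.11e-10, same exact test), and the DNA replication list 13, an odds ratio of 20.0 (adjusted p = 6.03e-11, same exact test). The Fanconi anemia, homologous recombination, nucleotide excision repair and p53 signaling lists had the same numbers of upregulated members, with odds ratios of 9.80, 11.1, 5.29 and 3.16. The genes of a list are not independent of one another, and the exact test treats them as if they were. Without a fold change limit, 55 of the 114 cell cycle genes were higher and 4 were lower at an adjusted p-value under 0.05. The median log2 fold change of the cell cycle list lay 0.31 above that of the other genes, and 0.37, 0.29 and 0.31 above it in the pairs of replicate 1, 2 and 3. For the DNA replication list the shift was 0.80. In the 9 other divisions of the 6 libraries into 3 and 3, the cell cycle list shifted by at most 0.14 and the DNA replication list by at most 0.37. These divisions mix both groups on each side and so keep part of the treatment difference. The nucleotide excision repair list shifted by at most 0.097 there, against 0.12 with the treatment. The p53 signaling list reached 0.16 in another division, more than its 0.12 with the treatment. From the enrichment in Fig. 7B, the paper states that the cell cycle pathway was the most upregulated.

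**Figure D1:**
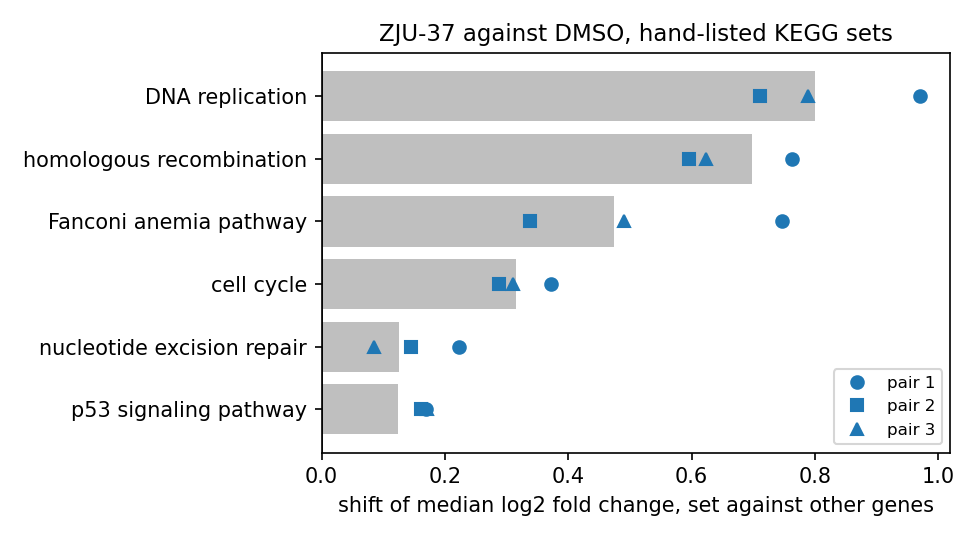
Shift of the median log2 fold change (ZJU-37 against DMSO) of each of 6 pathway gene lists relative to all other tested genes, on the horizontal axis. Grey bars give the shift over all 6 libraries and symbols the shift within each same-numbered pair of libraries, which is above 0 in all pairs and is largest for DNA replication (0.80).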

Interestingly, a well-known OPC proliferation marker PDGFRα was among the 39 upregulated cell cycle related genes induced by ZJU-37 (Fig. 7C), and the upregulation of PDGFRα was verified at level of both mRNA (Fig. 7D) and protein (Fig. 7E). 

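Pdgfra is listed on chromosome 14 from 35527927 to 35581031 on the minus strand in the authors' table, which does not name its genome build. Its expression was 450, 358 and 374 CPM in DMSO replicates 1, 2 and 3 and 1124, 651 and 755 CPM in ZJU-37 replicates 1, 2 and 3. The means were 394 ± 49.2 CPM and 843 ± 249 CPM (SD, n = 3 libraries each), a log2 fold change of 1.10 (standard error 0.21, adjusted p = 0.0182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each ZJU-37 library was above each DMSO library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 differences within the pairs of replicate 1, 2 and 3 were 1.32, 0.86 and 1.01, and the fit with the replicate block gave 1.07 (standard error 0.09, adjusted p = 1.17e-04, edgeR). With each library left out in turn, the log2 fold change without the block stayed between 0.86 and 1.29, and the adjusted p-value rose to 0.0775 without DMSO replicate 2 and to 0.0693 without DMSO replicate 3 in the same edgeR test. All 39 genes of Fig. 7C were found in the table and passed an adjusted p-value of 0.05 with a log2 fold change of at least 1, both with and without the block. Adjusted over the list alone, 39 passed as well, which shows no stability because the list is the paper's own selection from these libraries. Their log2 fold changes had a median of 1.25 and ran from 1.00 for Mnd1 to 2.22 for Garem2. For 6 of them the log2 fold change was within 0.1 of the limit of 1, and between 35 and 38 of the 39 met both limits when 1 library was left out. Each of the 39 was higher with ZJU-37 in all 3 pairs, and 26 had their largest difference in the pair of replicate 1. Mki67, which encodes the proliferation marker Ki67, rose from 162 ± 7.69 CPM to 405 ± 52.6 CPM (SD, n = 3 libraries each), a log2 fold change of 1.32 (standard error 0.10, adjusted p = 5.21e-04, and 1.68e-05 with the block, edgeR). Of the 39 genes, 8 belonged to the cell cycle list used for the pathway test, and Pdgfra did not.

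**Figure D2:**
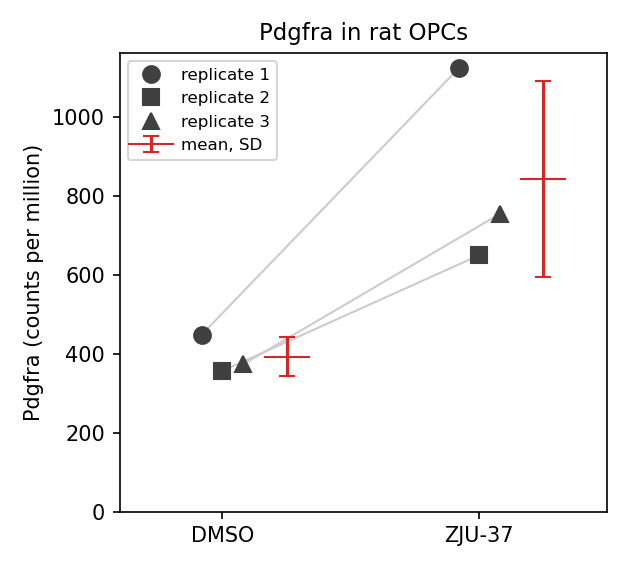
Expression of Pdgfra in CPM (vertical axis) in the DMSO and ZJU-37 libraries. Symbols and grey lines join libraries with the same replicate number, and red marks give the mean and SD of 3 libraries; the ZJU-37 libraries lie between 651 and 1124 CPM, all above the DMSO libraries.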

When OPCs were treated with BLU-285, a specific inhibitor of PDGFRα, we found that BLU-285 completely blocked ZJU-37-mediated promotion of OPC proliferation (Supplementary Fig. 3A, B), indicating that PDGFRα is critical for the effect of ZJU-37 on promoting OPC proliferation.

**Fig. 7:**
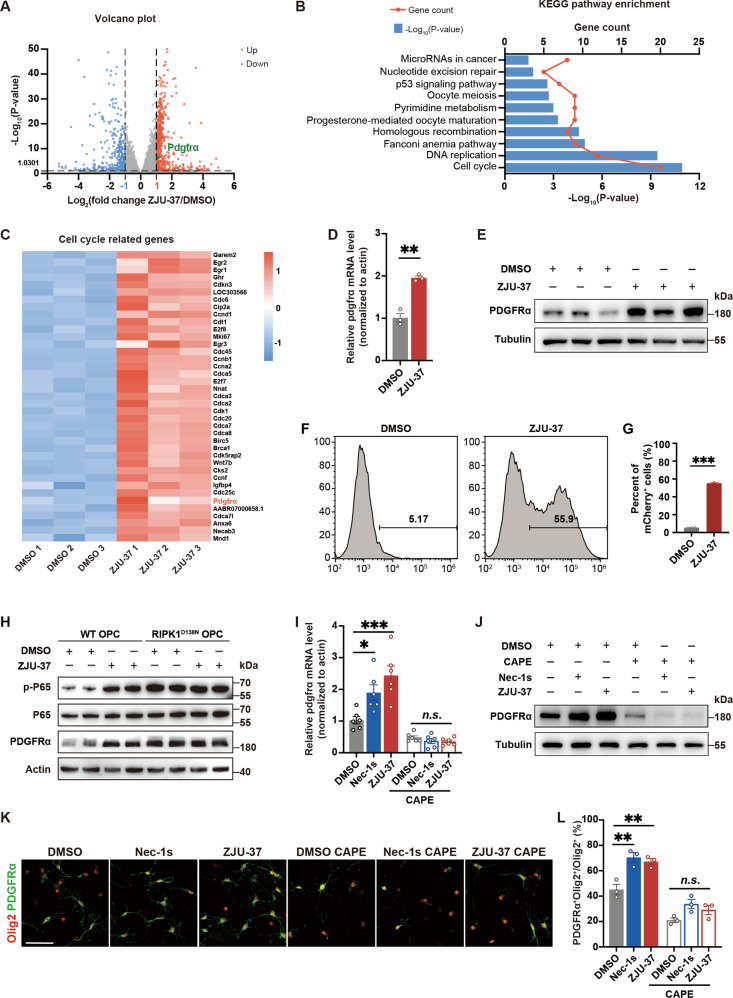
ZJU-37 promotes transcription of PDGFRα and proliferation of OPCs via NF-κB. **A** Volcano plot of 2575 genes that are differentially regulated by ZJU-37 or DMSO in primary rat OPCs treated for 36 h (*n* = 3 plate wells). **B** KEGG pathway enrichment analysis of genes upregulated by ZJU-37 in OPCs. **C** Heat map of the cell cycle related genes in rat OPCs under indicated treatments. High expression is shown in red and low expression in blue. **D** The mRNA level of PDGFRα in rat OPCs was verified by qPCR (two-tailed *t* tests, *n* = 3 plate wells). **E** The protein level of PDGFRα in rat OPCs was measured by immunoblotting. **F** Flow cytometry chart of Jurkat cells treated with ZJU-37 or DMSO. **G** Quantification of mCherry^+^ Jurkat cells treated with ZJU-37 or DMSO (two-tailed *t* test, *n* = 3 plate wells). **H** The protein levels of p-P65 and PDGFRα in WT and RIPK1^D138N^ OPCs were measured by immunoblotting. **I** The mRNA level of PDGFRα in rat OPCs under various treatments was detected by qPCR (one-way ANOVA, Tukey’s post hoc test, *n* = 3 plate wells). CAPE, inhibitor of NF-κB, 2 μM. **J** The protein level of PDGFRα in rat OPCs under various treatments was measured by immunoblotting. **K** Representative images of proliferating OPCs from primary rat after 36 h treatment of DMSO, Nec-1s, ZJU-37 or ± CAPE. Proliferating OPCs was visualized by Olig2 (red) and PDGFRα (green). Scale bars, 50 μm. **L** Quantification of the OPC proportion under virous treatments (one-way ANOVA, Tukey’s post hoc test, *n* = 3 plate wells). All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. no significance.

Given that transcription factor NF-κB can be regulated by RIPK1 [17], we used the Jurkat-NF-κB-mCherry reporter cell line in which the activation of NF-κB is reflected by the mCherry fluorescence. Our flow cytometry data showed that ZJU-37 sharply increased the proportion of NF-κB-activated Jurkat cells from 5.17% to 55.9% (Fig. 7F, G), confirming that ZJU-37 directly activates NF-κB in Jurkat cells. We further detected the phosphorylation level of P65 in primary cultured OPCs from WT and RIPK1^D138N^ mice which has a RIPK1 kinase dead mutation. The level of p-P65 was enhanced by ZJU-37 in WT OPCs (Fig. 7H), however, in OPCs of RIPK1^D138N^ mice, the level of p-P65 was inherently high and was not affected by ZJU-37 (Fig. 7H). These results verified that ZJU-37 activates NF-κB in OPCs by inhibiting RIPK1 kinase activity indeed.

Since PDGFRα is essential for OPC proliferation [26, 27], and ZJU-37 promotes OPC proliferation and activates NF-κB, we wonder whether NF-κB involves in ZJU-37 upregulating PDGFRα. We showed that ZJU-37 upregulated PDGFRα in OPCs of WT mice but did not affect PDGFRα in OPCs of RIPK1^D138N^ mice (Fig. 7H). By using caffeic acid phenethyl ester (CAPE), an inhibitor of NF-κB, we found that inhibition of NF-κB abolished the effects of both ZJU-37 and Nec-1s on the transcription of PDGFRα to the control level (Fig. 7I, J). Both pharmacological and genetic evidence consistently confirmed that NF-κB is critical for the effects of ZJU-37 on promoting transcription of PDGFRα. Furthermore, we found that CAPE deleted the effect of ZJU-37 and Nec-1s on promoting OPC proliferation (Fig. 7K, L), indicating that NF-κB is critical for both ZJU-37 and Nec-1s to promote proliferation of OPCs. Together, these results revealed that ZJU-37, a novel inhibitor of RIPK1, promotes transcription of PDGFRα and proliferation of OPCs via NF-κB.

## Discussion

We identified here that ZJU-37 exhibits higher potency on TNFα induced necroptosis than Nec-1s, the most potent inhibitor of RIPK1 activity reported by far [10, 12]. Compared with its original form Nec-1s, ZJU-37 introduces an amide bond modification which makes ZJU-37 more potent than Nec-1s. RIPK1, a key mediator of necroptosis, controls inflammation and cell death via its kinase domain [28], and mediates the multimodal signaling pathways downstream to TNFR1 [29]. Since RIPK1 activation and necroptosis have been genetically and mechanistically linked with human neurodegenerative diseases such as MS [8, 9, 14], ALS [18] and Alzheimer’s disease (AD) [30, 31], keen interests have been sparkled on developing CNS-penetrant new RIPK1 inhibitors as drug candidates to treat CNS diseases [17]. RIPK1 inhibitors, such as GSK2982772 [32] and DNL747 [33], have successfully completed their phase II clinical trials [12], warranting the safety and displaying their effectiveness in human subjects. Here we screened out a series of novel RIPK1 inhibitors including several drug candidates with previously unknown targets, and ZJU-37 exhibits the highest potency on TNFα induced necroptosis in vitro. We further showed that ZJU-37 protects myelin from demyelination and axons from degeneration in LPC-induced demyelination in vivo. The dual protective effects of ZJU-37 are consistent with previous reports using other RIPK1 inhibitors [18, 21, 34].

Remarkably, here we have established a new role of RIPK1 activity inhibitor on pro-remyelination by enhancing the proliferation of OPCs through inhibiting RIPK1 activity during which ZJU-37 exhibits higher potency than Nec-1s and therapeutic effects. Demyelination is a common key pathology not only for MS [1, 2] but also for neurodegenerative diseases such as AD, Parkinson’s disease [35], ALS [18], and Huntington’s disease [36], and demyelination can be healed through remyelination which declines with progressive aging partially due to the depletion of OPCs [5, 6, 22, 37]. To achieve effective remyelination, it has long been focused on enhancing differentiation of OPCs [2, 3], and different drugs such as Benztropine, Olesoxime and Vitamin C and several ongoing clinical trials aim to enhance the differentiation of OPCs in MS [4, 7, 38–40]. However, to our knowledge, no drug or ongoing clinical trial can enhance proliferation of OPCs [4, 7]. Our study unveils a previously unexplored function of RIPK1 in enhancing the proliferation of OPCs and promoting remyelination by inhibiting RIPK1 kinase activity, and reveals ZJU-37 is a promising new drug candidate for demyelinating diseases, suggesting that promoting proliferation of OPCs is another promising strategy to enhance remyelination.

Mechanistically, we revealed that ZJU-37 promotes proliferation of OPCs by enhancing transcription of PDGFRα which is essential for OPCs proliferation [26, 27], and its agonist PDGFAA is a major in vivo mitogen for the OPCs especially the adult OPCs [41, 42]. Interestingly, NF-κB is critical for ZJU-37 on upregulating PDGFRα and promoting proliferation of OPCs. NF-κB is a key regulator downstream to RIPK1 which is expressed in OPCs in this and previous studies [43] and is involved in regulating inflammation [44], cell survival [45, 46], and myelination of the peripheral nerve [47]. These data suggest that its possible mechanisms involve RIPK1-NF-κB-PDGFRα pathway. The detailed mechanisms underlying the effects of ZJU-37 is intriguing and deserves further studies. Taking previous reports into account, it is reasonable to propose that ZJU-37 exhibits pro-remyelination effects probably by targeting multiple cell types such as OPCs, microglia [14, 23, 48] and astrocytes [14] through multiple mechanisms.

In conclusion, we identify ZJU-37, a small-molecule compound modified from Nec-1s, as a new RIPK1 kinase inhibitor with higher potency than Nec-1s, and uncovers in addition to its protective effects on both myelin and axons, ZJU-37 exhibits new role on promoting proliferation of OPCs and enhancing remyelination by inhibiting RIPK1 kinase activity and enhancing the transcription of PDGFRα via NF-κB pathway. This work identifies ZJU-37 as a new drug candidate which enhances remyelination by promoting proliferation of OPCs, paving the way for further exploring a potential therapy for demyelinating diseases.

## Methods

### Antibodies

The antibodies used were as follows: rat anti-Ki67 (#14-5698-82, Thermo Fisher Scientific, 1:500), rabbit anti-Olig2 (#AB9610, Millipore, 1:400), rat anti-MBP (#MCA409S, Bio-Rad Laboratories, 1:500), mouse anti-CC1 (#ab16794, Abcam, 1:200), goat anti-PDGFRα (#AF1062, R&D Systems, 1:100), rabbit anti-PDGFRα (#3164 S, Cell Signaling Technology, 1:1000), mouse anti-P65 (#6956 S, Cell Signaling Technology, 1:1000), mouse anti-p-P65 (#3036 S, Cell Signaling Technology, 1:1000), mouse anti-Actin (#M1210-2, HUABIO, 1:5000), mouse anti-Tubulin (#M1305-2, HUABIO, 1:5000), mouse anti-RIPK1 (#610458, BD, 1:1000), rabbit anti-p-RIPK1 (#65746, Cell Signaling Technology, 1:1000). Secondary antibodies: Cy^TM^3 affinipure donkey anti-rat IgG (H + L) (#712-165-153, 1:400), Cy^TM^3 affinipure donkey anti-mouse IgG (H + L) (#715-165-151, 1:400), Alexa Fluor 488 affinipure donkey anti-rabbit IgG (H + L) (#711-545-152, 1:400) and Alexa Fluor 488 affinipure donkey anti-goat IgG (H + L) (#705-545-003, 1:400) were purchased from Jackson ImmunoResearch; Goat anti-mouse IgG (H + L) conjugated with HRP (#31430, 1:20000), goat anti-rabbit IgG (H + L) conjugated with HRP (#31,460, 1:20000) were purchased from Thermo Fisher Scientific.

### Cell lines and cell culture

All cell lines were cultured at 37 °C with 5% CO_2_. Fas-associated via death domain (FADD)-deficient human Jurkat T cells (Jurkat FADD^−/−^), human tissue cell lymphoma cell line (U937) and human embryonic kidney cell line (HEK293T) were gifts from Dr. Junying Yuan (Harvard medical school, Boston). Human cell lines were cultured as follows: BV2 and HEK293T in DMEM (#SH30022.01, HyClone) with 10% FBS (#3682, Internegocios-sa) and 1% Penicillin /Streptomycin (#15140–122, GIBCO); Jurkat FADD^−/−^ and U937 in RPMI-1640 (#SH30809.01, HyClone) with 10% FBS and 1% Penicillin/Streptomycin. Lipofectamine™ 2000 (#11668–019, Invitrogen™) was used for transfection of HEK293T cells.

### Animals

C57BL/6, RIPK1^D138N^ mice were used in this study. C57BL/6 mice were purchased from Model Animal Research Center of Nanjing University (Nanjing, Jiangsu, China). RIPK1^D138N^ mice were from the Pengyu Huang Laboratory and verified by tail DNA polymerase chain reaction (PCR) using primers (5′-ttccctttcctcgtaacccc-3′ and 5′-ggcctcagaatcctccactt -3′).

To test the effect of ZJU-37 in vivo, ZJU-37 (10 mg/kg bodyweight) or vehicle (2% DMSO + 30% PEG400 + 68% ddH_2_O) were intraperitoneally (i.p.) injected into the mice half an hour before the LPC injection and then injected ZJU-37 or vehicle daily until tissue fixation. All experimental mice were group-housed in a light-dark (LD) 12:12 cycle temperature-controlled room and given ad libitum access to food and water in Zhejiang University Animal experimental center. Male mice were at least 6–8 weeks old at the time of experiment starting. Littermates were used for studies comparing mutant and WT mice. The mice were randomly assigned to the experimental group and the control group. The experimenters were blinded to the grouping of the mouse until the data were integrated. All experiments with mice were performed with the ethical approval of the Zhejiang University Animal Care Committee.

### High-throughput screening

FDA-approved drug or drug candidate library was purchased from Topscience, Inc. (Shanghai, China). 8 × 10^3^ Jurkat FADD^−/−^ cells were treated with TNFα and indicated compounds for 12 h and seeded in 384-well plates per well. Treatments were performed with three repeats; Each plate includes negative control (DMSO) and positive control (Nec-1s). The screen Z-factor was > 0.5. Cell viability was estimated by ratio of live cells and measured using CellTiter-Glo luminescent cell viability assay (#G7573, Promega). High-throughput was done using Biotek Cytation^®^ 3.

### Western blot analysis

For western blot analysis, cells were lysed in RIPA buffer (0.5% NP-40, 150 mM NaCl, 1 mM NaF, 1 mM EDTA, 1 mM Na_3_VO_4_ and 50 mM Tris-HCl-pH7.5, protease inhibitors, phosphatase inhibitors) and incubation on ice for 30 min. The lysate was centrifuged at 12,000 rpm, 4 °C for 10 min. Then the supernatant was collected and the protein concentration was quantified by bicinchoninic acid (BCA) reaction (#160921E, Biotech). 2× SDS-PAGE loading buffer was added in samples and heated at 100 °C for 10 min. Samples were separated by SDS-PAGE gels and transferred to PVDF membranes. Blocking was performed in 5% nonfat dried milk (Wandashan) or BSA (9048-46-8, Sangon Biotech) diluted in PBS-T (PBS, 1% Tween-20). Incubation of all primary antibodies was performed on shaker at 4 °C overnight. Incubation of all secondary antibodies was performed on shaker at room temperature for 1 h. All washing steps were performed using PBS-T (10 min, 3 times). Detection was performed using HRP-conjugated secondary antibodies and chemiluminescence reagents (#4 AW001-500, Beijing 4A Biotech Co., Ltd.).

### Scanning electron microscope

After Jurkat FADD^−/−^ cells were treated with indicated compounds, cells were fixed on slides with 2.5% glutaraldehyde solution at room temperature for 1–2 h and transferred to 4 °C for overnight fixation; The samples were then washed with freshly prepared 0.1 M, pH 7.4 phosphoric acid buffer (PBS) (15 min, 3 times) and were post-fixed in 1% osmium-tetroxide for 1.5 h. Next, the samples were washed with freshly prepared 0.1 M, pH 7.4 PBS (15 min, 3 times) and dehydrated in 30%, 50%, 70%, 80% and 90% acetone each for 15 min and 100% acetone for 20 min (2 times). Finally, the samples were dried at critical point and observed by SEM (Nova Nano 450, Thermo FEI).

### EC_50_ determination of cell viability

The EC_50_ was determined in FADD-deficient Jurkat cells treated with human TNFα (#300–01 A, Peprotech). FADD-deficient Jurkat cells were cultured in 96-well white plate and treated with indicated compounds. The cell viability was estimated by ratio of live cells and was measured using CellTiter-Glo luminescent cell viability assay (#G7573, Promega). EC_50_ was calculated (viability, %) by nonlinear regression in GraphPad Prism.

### In vitro kinase assay

HEK293T cells were transfected with Flag-RIPK1 for 48 h, Flag-RIPK1 was immunoprecipitated from HEK293T cells using anti-FLAG agarose beads (#B23102, Bimake) for 6 h on a rotating wheel at 4 °C. Next washed with lysis buffer (5% glycerol, 500 mM NaCl, 0.5% NP-40 and 50 mM Tris-HCl (pH7.4), protease inhibitors, phosphatase inhibitors) for 3 times and then washed with water for 2 additional times. Flag agarose beads were resuspended in 30 μL reaction buffer (20 mM MgCl_2_, 2 mM DTT, 40 mM Tris-HCl (pH7.5) and 50 μM inhibitors as indicated) after the final wash step. Kinase reactions were performed for 30 min at 30 °C (mix it every 5–10 min) and arrested by the addition of 20 μL 2× loading buffer and heated at 100 °C for 10 min. RIPK1 kinase activity was evaluated by Western blot with anti-p-RIPK1 Ser166 antibody.

### Primary cell culture

For rat OPC culture, the cerebral cortices of 2 SD rats at postnatal day 0–2 were dissected out in ice-cold HBSS (#14025092, Gibco). After digestion in 0.25% trypsin (#25200056, Gibco) for 12 min at 37 °C, the tissue was blown into a single cell suspension in DMEM/F12 (#11320082, Gibco) containing 10% fetal bovine serum (FBS, #10099141, Gibco) and then centrifuged at 1400 rpm for 5 min at 4 °C. The cells were resuspended and plated in a 75 cm^2^ tissue culture flask pre-coated with poly-D-lysine (PDL, #P0899, Sigma, 0.1 mg/ml). Cells were incubated at 37 °C, 5% CO_2_ and maintained for about 7 days with a medium change every 3 days. For cell purification, the flask was placed on the shaker at 200 rpm for 2 h at 37 °C to remove microglia cells and then was shaken at 250 rpm for 16–18 h after medium was changed. Then replaced OPCs onto coverslips coated with PDL in 24 well tissue culture dishes. After 3–4 h, the culture medium was changed to Neurobasal (#21103,049, Gibco) containing B27 (#17504,044, Gibco) and N2 (#17502,048, Gibco). The next experiment can be performed the next day.

For mouse OPC culture, the cerebral cortices of 4 mice at postnatal day 0–2 were dissected out in ice-cold HBSS. Then the tissue was minced and gently blown into cell suspension with a pipette. The cell suspension was transferred into a 75 cm^2^ tissue culture flask pre-coated with PDL and maintained in DMEM/F12 containing 20% FBS and incubated at 37 °C, 5% CO_2_. The medium was completely changed after 3 days and the cells were maintained in the same medium for about 7 days with a medium change every 2 days. The following steps are the same as for the rat OPC.

### Immunofluorescence labelling for cells

Cultured cells were rinsed with PBS 3 times and fixed with 4% PFA for 10 min. Then cells were washed 3 times with PBS and blocked with 5% normal donkey serum (NDS, #D9663, Sigma), 0.3% Triton X-100 (#T8787, Sigma) in PBS for 2 h at 4 °C. The cells were incubated with primary antibodies (diluted with 2.5% NDS, 0.3% Triton X-100 in PBS) for 4 h at room temperature and secondary antibodies (diluted with 2.5% NDS, 0.3% Triton X-100 in PBS) for 2 h at 4 °C. For nuclei staining, the cells were incubated with DAPI (#D9542, sigma,0.1 μg/ml) for 10 min at room temperature and were washed 3 times with PBS. Then the coverslips were mounted onto glass slide in a drop of Flurosave^TM^ Reagent (#345,789, Millipore). Images were acquired using Olympus FV1200 microscope and further image processing and analysis was performed using the ImageJ software.

### Immunofluorescence labelling for tissue sections

Mice were anesthetized with sodium pentobarbital (0.1 g/kg) by i.p. injection and transcardially perfused with 4% paraformaldehyde (PFA) in 0.1 M PB (pH 7.4). The brain was post-fixed for 2 h at 4 °C and immersed into up-graded sucrose: 10% and 20% for 2 h, 30% in 0.1 M PB until it sank to the bottom. The brain was then embedded in tissue freezing medium (#03813266, Leica) and sliced into sections at thickness of 12 μm using a cryostat (Leica CM 1950). The slides were washed with PBS (5 min, 3 times) to wash away the tissue freezing medium and then placed into a pre-heated citrate buffer (pH 6.0) in a water bath for 15 min for antigen-retrieval. After washing with PBS (5 min, 3 times), the slides were blocked with 5% NDS, 0.3% Triton X-100 in PBS for 2 h at 4 °C. The slides were incubated with primary antibodies (diluted with 2.5% NDS, 0.3% Triton X-100 in PBS) for about 48 h at 4 °C and then secondary antibodies (diluted with 2.5% NDS, 0.3% Triton X-100 in PBS) for 2 h at 4 °C. The slides were incubated with DAPI for 10 min at room temperature and finally washed with PBS (5 min, 3 times). Then the slides were mounted with coverslips using FluroSave. Images were acquired using Olympus FV1200 microscope and further image processing and analysis was performed using the ImageJ software.

### White matter demyelination induction

Mice were anesthetized with i.p. injection of sodium pentobarbital (0.1 g/kg). 2 μL 1% lysolecithin (LPC, #L4129, Sigma) was injected into the middle of corpus callosum (bregma 0.5 mm) to induce demyelination. LPC was delivered at a rate of 0.2 μL/min. The needle was pulled out slowly after remained in position for 10 min and then sutured the wound. The mice were placed on a heating pad until woke up.

### Transmission electron microscope

Mice were anesthetized with sodium pentobarbital (0.1 g/kg) by i.p. injection and transcardially perfused with 4% glutaraldehyde in 0.1 M PB (pH 7.4). The lesion region of corpus callosum (1 mm^3^) were dissected and immersed into 4% glutaraldehyde at 4 °C for at least 24 h. The samples were washed with 0.1 M cacodylate buffer (10 min, 3 times) and fixed in 2% osmium-tetroxide for 1 h on ice. Then the samples were washed with deionized water (5 min, 4 times) and incubated for 1 h on ice in 4% aqueous uranyl acetate, and then washed with deionized water (5 min, 4 times). Next, the samples were dehydrated in 50%, 70%, 90% and 95% acetone for 15 min and 100% acetone for 30 min (3 times). The samples were infiltrated in grades of acetate: Epon embedding mixture (1:3, 1:1, 3:1, each for 2 h) and then embedded in pure Epon mixture overnight and polymerized. The samples were sliced into 60 nm ultrathin sections and double stained with utanyl acetate and lead citrate. Images were acquired using a Tecnai G2 Spirit 120 kV transmission electron microscope and further image processing and analysis was performed using the ImageJ software.

### Assessment of remyelination

G-Ratio was measured on transmission electron micrographs using Image J. The myelin sheath can be regarded as a torus, and the areas of inner and outer circles of myelin sheath were measured with freehand tool on Image J by tracing the outer surface of each structure, then converted the areas into hypothetical diameters. The G-Ratio was calculated as the ratio of the diameter of inner circle over that of outer circle on the same myelin, which is inversely correlated to myelin thickness. The diameter of axons was calculated by area, which was also measured by tracking the outer surface of axons. The graded evaluation criteria of myelin in corpus callosum: 0, normal myelin; 1, focal split of myelin sheaths; 2, wave-like lamellae decompaction or enlarged space between lamellae; 3, myelin inclusion or redundant myelin; 4, myelin ballooned, broken or (almost) disappeared.

### RNA isolation and qRT-PCR

RNA was extracted from cultured rat OPCs using FastPure Cell/Tissue Total RNA Isolation Kit (#RC101, Vazyme). All RNA samples were stored at −80 °C until the next experiment. cDNA was generated using HiScript III 1st Strand cDNA Synthesis Kit (#R312, Vazyme). For RT-PCR, cDNA, primers and ChamQ Universal SYBR qPCR Master Mix (#Q711, Vazyme) were mixed as instructed by the manufacturer. Fold changes in gene expression were calculated using the delta delta Ct method in Microsoft Excel. Primer sequences: Pdgfrα-f, 5′-ctggctgaaggacaacttgac-3′ and Pdgfrα-r, 5′-agaatggaggcaggaactagag-3′. β-actin-f, 5′-accacagctgagagggaaatc-3′ and β-actin-f, 5′-ggtctttacggatgtcaacg-3′.

### RNA sequencing

RNA from rat OPCs treatmented with DMSO or ZJU-37 for 30 h was prepared for RNA-seq (3 biological repeats for each group). RNA-seq experiments were performed by Novogene. Total RNA was extracted from OPCs using TRIzol^TM^ Reagent (#15596026, Invitrogen^TM^). Then mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illlumina^®^ (#E7770, NEB) and index codes were added to attribute sequences to each sample. The index-coded samples clustering was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instruction. Then the library preparations were sequenced on an Illumina Hiseq platform and 125 bp/150 bp paired-end reads were generated.

For data analysis, raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. Reference genome and gene model annotation files were downloaded from genome website directly. FeatureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. Differential expression analysis of two groups was performed using the DESeq2 R package (1.16.1). The resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. The differential gene expression heat map was generated with the ggplot library.

### Generation of Jurkat-NF-κB-mCherry cell line

The NF-κB reporter cassette containing a response element for NF-κB (ggggactttccgc), a minimal promoter and a mCherry fluorescence reporter gene was inserted into a neomycin-resistant retroviral vector. Jurkat (E6-1) cells were transduced with retrovirus produced from 293 T cell lines. The cells expressing the NF-κB reporter cassette were enriched by G418 selection. A cell clone with the lowest reporter gene expression in resting state and the highest fluorescence level upon PMA/Ionomycin stimulation was selected for further usage.

### Statistical analysis

All data analysis was carried out using GraphPad Prism 8.0. Unpaired *t* test was used for comparison between two groups. One-way ANOVA followed by Tukey’s post hoc test or two-way ANOVA followed by Sidak’s multiple comparisons test were used for multiple comparisons. Data are shown as mean ± SEM. Differences were considered statistically significant at *p < 0.05, **p < 0.01 or ***p < 0.001.

## Supplementary information

Response letter to Editorial requests

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary figure legends.

Supplementary Table 1.

Supplementary Table 2.

## Data Availability

The transcriptome data sets are available at NCBI (GEO accession: GSE172497).

# Supplementary material for: Inhibition of RIPK1 by ZJU-37 promotes oligodendrocyte progenitor proliferation and remyelination via NF-κB pathway
**Source:** Cell Death Discov. 2022 Apr 1;8:147. doi: 10.1038/s41420-022-00929-2
**Supplement:** Supplementary file 5 — Supplementary figure legends.

**Supplementary figure legends**

**Supplementary Fig. 1 ZJU-37 did not affect bodyweight.** Bodyweight of WT mice receiving ZJU-37 or vehicle injection intraperitoneally daily. All data are presented as mean ± SEM.

**Supplementary Fig. 2 Primary cultured OPCs from RIPK1^D138N^ mice exhibit higher proliferation ability than that from WT mice.** **A** Representative fluorescence image of primary cultured OPCs from WT and RIPK1^D138N^ mice. Proliferating OPCs was visualized by Ki67 (red) and Olig2 (green). Scale bars, 50 μm. **B** Quantification of the proportion of proliferating OPCs (two-tailed *t* test, *n*=3 plate cells). All data are presented as mean ± SEM. **P* < 0.05; ***P* < 0.01; ****P* < 0.001; *n.s.*: no significance.

**Supplementary Fig. 3 PDGFRα is critical for the effect of ZJU-37 on promoting OPC proliferation. A** Representative fluorescence images of proliferating primary rat OPCs treated with ZJU-37 (5 μM) ± BLU-285 (0.5 μM) or DMSO ± BLU-285 (0.5 μM) for 36 hours. BLU-285, avapritinib (#S8553, Selleck), inhibitor of PDGFRα. Proliferating OPCs was visualized by Ki67 (red) and Olig2 (green). Scale bar: 100 μm. **B** Quantification of proliferating OPCs (one-way repeated ANOVA, Tukey’s post hoc test, *n*=3 plate wells). All data are presented as mean ± SEM. **P* < 0.05; ***P* < 0.01; ****P* < 0.001; *n.s.*: no significance.

# Supplementary material for: Inhibition of RIPK1 by ZJU-37 promotes oligodendrocyte progenitor proliferation and remyelination via NF-κB pathway
**Source:** Cell Death Discov. 2022 Apr 1;8:147. doi: 10.1038/s41420-022-00929-2
**Supplement:** Supplementary file 6 — Supplementary Table 1.

| **Supplementary Table 1** |
| --- |
| **Synthesis Process of ZJU-37** |
| 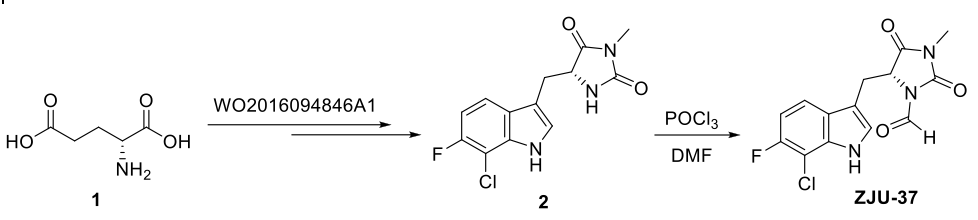 |

**Supplementary Table 1. Synthesis Process of ZJU-37.** Under the condition of nitrogen protection and ice bath, POCl3 (0.4 mmol, 60 mg) was added to N,N-Dimethylformamide (DMF) (1 ml) dropwise, and then stirred for 0.5 hours. Then the DMF solution of compound 2 (0.2 mmol, 59 mg) was added to the reaction solution, and let the reaction continued for 5 hours at room temperature. The white solid ZJU-37 was obtained by adding appropriate amount of water to quench the reaction, and was extracted with ethyl acetate for three times. The organic phase was washed with saturated salt water, and dried over anhydrous sodium sulfate. Then, the solvent was concentrated under reduced pressure, and the residue was purified by column chromatography.

# Supplementary material for: Inhibition of RIPK1 by ZJU-37 promotes oligodendrocyte progenitor proliferation and remyelination via NF-κB pathway
**Source:** Cell Death Discov. 2022 Apr 1;8:147. doi: 10.1038/s41420-022-00929-2
**Supplement:** Supplementary file 7 — Supplementary Table 2.

| Supplementary Table 2  8 Inhibitors of Necroptosis | | | |
| --- | --- | --- | --- |
| Number | Name | Structure | **Description** |
| 4-E2 | Debriefing (GSK2118436) | 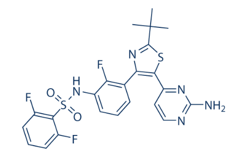 | Dabrafenib (GSK2118436) is a mutant  BRAFV600 specific inhibitor. |
| 6-F18 | Pexmetinib (ARRY-614) | 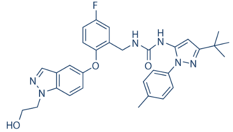 | Pexmetinib (ARRY-614) is an effective, oral  bioavailable dual p38 MAPK/Tie-2 inhibitor. |
| 6-C21 | GSK2606414 | 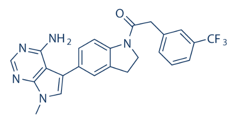 | GSK2606414 is an oral bioactive, effective,  selective PERK inhibitor |
| 5-B4 | GSK2656157 | 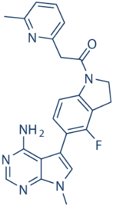 | GSK2656157 is an ATP competitive  high selective PERK inhibitor |
| 1-A3 | Nintedanib (BIBF 1120) | 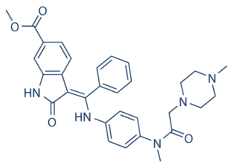 | Nintedanib is an effective triple kinase inhibitor,  which acts on VEGFR1/2/3, FGFR1/2/3 and PDGFRα/β |
| 6-I17 | TAK-632 | 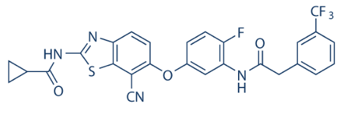 | Tak-632 is a powerful pan RAF inhibitor |
| 4-P1 | Pazopanib | 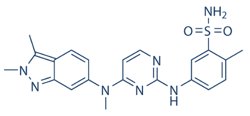 | Pazopanib is a new multi-target VEGFR1,  VEGFR2, VEGFR3, PDGFR, FGFR inhibitor |
| 3-I12 | Osthole | 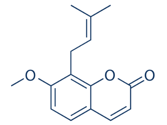 | Osthole is a coumarin compound |

**Supplementary Table 2. The top 8 compounds yielded from high-throughput screen.** The top 8 compounds were listed according to their potency on protecting Jurkat FADD^-/-^ cells from necroptosis.

How the deposited data were processed for this re-analysis (not part of the article)

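The RNA-seq covers cultured rat OPCs in 2 groups, ZJU-37 and its solvent, with 3 libraries per group. The authors deposited 1 table for the series. Its raw counts were made by the authors with FeatureCounts and are neither normalized nor filtered. The FPKM values were made by the authors from the counts, the gene length and a library total that differed from the sum of the counts by a factor between 0.979 and 1.03. The log2 fold changes, p-values and adjusted p-values of the authors' deposited table come from DESeq2 and cover 20011 of the 32883 genes. Read filtering, alignment and counting were not repeated here.

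From the counts, genes were filtered with filterByExpr, normalized by TMM (factors between 0.981 and 1.04) and tested with edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R 4.3.3 on all 6 libraries, with Benjamini-Hochberg adjustment. Standard errors were obtained from the log2 fold change and its F statistic. Upregulated and downregulated genes had an adjusted p-value under 0.05 and a log2 fold change of at least 1 or at most -1. The Fisher test used the upregulated genes against all tested named genes. Shifts of gene sets were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01) over 16 sets, of whose 559 members 544 were found. The set lists were written before the data were examined, but after Fig. 7 had been read. Gene names come from the table, with older names matched through the RefSeq gene table of assembly GRCr8. 17277 gene entries of the table carry a name found there.

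The pairing comes from the replicate numbers in the sample labels. Genes were named by a rule set before the data were examined. It covers the genes named in the paper for OPCs, the extremes of the 39 genes of Fig. 7C, and the 5 largest increases and 5 largest decreases among genes past both limits, with a mean of at least 1 CPM and no overlap between groups. It also allows members of a gene set where that set is discussed. Which members of the sets are named (Nfkbib, Myrf, Bcas1, Spry4, Cyp1a1, Aldh3a1 and Tiparp) was chosen after their values were seen.

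The alternatives were DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other normalizations, other filters on low counts (none, or at least 10 counts in every library), the replicate block, other thresholds and leaving out each library in turn. Thinning to the smallest library was set for the cell cycle genes before the groups were compared, for the ZJU-37 libraries, and was run on every library. Its use for all other results, other normalizations for the gene sets, and the length correction with the block were added after the results had been seen. Library totals ran from 13935865 to 24097927 counts, and 3 counts correspond to at most 0.215 CPM. On simulated counts with 200 changed genes of log2 fold change 1.5 or 2 in size, edgeR recovered 91% of the changed genes, with 6.19% false calls among 14481 tested genes. With the replicate block it recovered 88.5% with 10.2% false calls, and DESeq2 recovered 94% with 19.3% false calls among 14670 genes. The simulated libraries were drawn independently, without a replicate effect, at the dispersion of the fit without the block. These rates therefore do not measure the block fit on the deposited libraries. Chi-square values between libraries were at least 11.9 per degree of freedom, so no library was treated as a duplicate. GC content was not analysed here, since no genome was used.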

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

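The corrections for gene length, library size and cell type content, the removal of the Fig. 7C genes and the counts of other divisions of the libraries in this part were chosen after the shifts had been seen. The direction tests of the sets were set before the groups were compared, but after the library totals and the ranges of the table's columns had been seen. The camera p-values are not taken as specific to the treatment. In the 9 other divisions of the 6 libraries into 3 and 3, between 5 and 11 of the 16 sets had an adjusted p-value under 0.05 in camera, although at most 1 gene did in edgeR (82 to 1165 genes at an unadjusted p-value under 0.05). Each of these divisions has libraries of both groups on each side, in unequal numbers, and so keeps part of the treatment difference. They therefore do not show how many sets would pass without treatment. The treatment difference also adds to the spread within each side, which lowers their counts of genes. Of the 4 divisions that part all same-numbered pairs, 2 gave as many sets as the 10 of the treatment, the treatment included. With the inter-gene correlation estimated from the data, 0 sets passed (4 at an unadjusted p-value under 0.05). The size of a shift against the other divisions is therefore given beside each p-value. With 4 divisions the treatment alone makes 1 of 4, so that the count of divisions could not have decided for or against chance for any set, whatever the size of its shift. Apart from gene length, a correction that moved a shift by less than 0.1 of its size did not by itself rule its cause out. That limit was set after the values were seen. The trend on gene length was fitted over all tested genes. A shift that stayed after its removal is read as arguing against that trend. After thinning, a shift that stayed is read as arguing against library size where thinning moved another set by more. Neither reading was made for the NF-κB targets, whose shift rests largely on ZJU-37 replicate 1. That on gene length was also not made for the cholesterol synthesis genes, whose shift shrank without DMSO replicate 1. The cell type scores were not read this way, because their comparison rests on the NF-κB targets.

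Early response genes to ERK signaling, a set that the paper does not report, were higher with ZJU-37. Their median log2 fold change lay 0.79 above that of the other genes, with 21 of 25 genes higher and shifts of 0.73, 0.67 and 0.74 in the 3 pairs (camera adjusted p = 4.68e-09, and 5.08e-08 with the replicate block, from 1.15e-10 to 0.209 over the alternatives). Of these genes, 15 had an adjusted p-value under 0.05 in edgeR (17 with the block), and Spry4 had a log2 fold change of 1.59. Of the 4 divisions that part the pairs, 1 (the treatment) gave a shift this large, and the largest shift in any other division was 0.38. The set was listed with Fig. 7C in view and shares 4 genes with it. Without these, the shift was 0.63 with 17 of 21 genes higher (adjusted p = 2.17e-06). In libraries thinned to the smallest total, the shift was 0.67 with an adjusted p-value of 1.77e-08. Removal of the trend on gene length (shift 0.79, adjusted p = 3.95e-09) hardly moved it, which argues against that trend as the cause of the shift. With a microglia (0.76, 4.34e-10) or astrocyte (0.76, 1.63e-08) score in the model the shift stayed nearly as large. The same scores moved the NF-κB target shift from -0.23 to -0.080 and -0.11. Neither score accounted for most of the early response shift. The comparison with the NF-κB target shift depends largely on ZJU-37 replicate 1, so microglia or astrocyte content is not excluded. Higher ERK signaling in ZJU-37-treated OPCs may account for the shift, but the libraries do not measure ERK activity.

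Mature oligodendrocyte and myelin genes were lower with ZJU-37, in a set that the paper does not report for the RNA-seq. The shift was -0.98, with 23 of 25 genes lower and pair shifts of -1.24, -0.56 and -1.11 (camera adjusted p = 2.03e-06, and 2.94e-08 with the replicate block, from 1.98e-09 to 0.542 over the alternatives). Of these genes, 7 had an adjusted p-value under 0.05 in edgeR (17 with the block), among them Bcas1 (log2 fold change -2.18) and Myrf (-1.69). Mbp had a log2 fold change of -1.03 with an adjusted p-value of 0.136, and 0.0527 with the block (from 0.0163 with DESeq2 to 0.317 over the alternatives). The shift was this large in 1 of the 4 divisions that part the pairs, the treatment, but another division, which parts fewer pairs, reached 0.96 in size. Without ZJU-37 replicate 3 the shift shrank to -0.60. With the astrocyte score in the model the shift was -1.38 (adjusted p = 2.68e-10). The length correction (-0.97, 2.43e-06) hardly moved the shift, which argues against the trend on gene length as its cause. Thinning, which moved the early response shift from 0.79 to 0.67, left the myelin shift at -0.98 (2.72e-07). With the microglia score, which moved the NF-κB target shift from -0.23 to -0.080, the myelin shift was -1.08 (1.38e-05). The thinned values argue against library size as the cause of the myelin shift. The microglia score did not account for it either. That comparison rests on the NF-κB target shift, which depends largely on ZJU-37 replicate 1, so microglia content is not excluded. Fewer differentiating cells in the ZJU-37 cultures may account for the shift. The libraries do not separate fewer such cells from lower expression per cell. The paper, however, reports no effect of ZJU-37 on the differentiation of cultured OPCs, judged by MBP staining. It also reports an unchanged share of mature oligodendrocytes in lesions. Those are counts of stained cells in separate experiments, so they do not measure mRNA in these cultures.

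NF-κB target genes were lower, not higher, with ZJU-37. The shift was -0.23, with 35 of 41 genes lower (33 with library size only as the normalization) and pair shifts of -0.45, -0.07 and -0.13 (camera adjusted p = 0.0161, and 0.00128 with the replicate block, from 5.57e-05 to 0.836 over the alternatives). In edgeR 1 gene, Nfkbib (log2 fold change -1.44), was lower at an adjusted p-value under 0.05, and 12 were with the replicate block, with 0 higher in either fit. Nfkbib encodes an inhibitor of NF-κB, so its fall alone does not show lower NF-κB activity. The prediction from NF-κB activation, a higher set, was not met. Of the 4 divisions that part the pairs, 1 (the treatment) gave a shift this large, but 6 of all 10 divisions did. The shift shrank to -0.011 without ZJU-37 replicate 1, with 21 genes higher and 20 lower. The length correction (-0.22, adjusted p = 0.0185) hardly moved the shift over all 6 libraries and decides nothing on gene length. Thinning (-0.24, 0.0114) did not remove that shift. Because it rests largely on ZJU-37 replicate 1, library size is left open. The shift was -0.080 with an adjusted p-value of 0.217 with the microglia score in the model, and -0.11 with 0.222 with the astrocyte score. The score models, here and for the other sets, were fitted without the replicate block. Both scores were lower with ZJU-37 in all 3 pairs. The lower NF-κB target genes cannot be told apart from a lower microglia or astrocyte content, and mRNA levels of targets do not measure phosphorylated P65.

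Cholesterol synthesis genes were lower with ZJU-37 by a small shift of -0.15, with 21 of 23 genes lower (18 with library size only as the normalization) and pair shifts of -0.25, -0.07 and -0.09 (camera adjusted p = 0.00356, and 0.00579 with the replicate block, from 2.84e-04 to 0.684 over the alternatives). Without DMSO replicate 1 the shift shrank to -0.046, with 18 of 23 genes lower (adjusted p = 0.0398). The shift over all 6 libraries was reached in 1 of the 4 divisions that part the pairs, the treatment, and the largest in any other division was 0.13. Thinning (-0.13, adjusted p = 0.00282), the microglia score (-0.21, 2.84e-04) and the astrocyte score (-0.10, 0.0439) moved the shift and left it past the threshold. The length correction (-0.15, 0.00329) hardly moved it, but the shift depends on DMSO replicate 1, so gene length remains undecided. Altered sterol synthesis may account for the shift, but the margin over the other divisions is small, and a lower share of differentiating cells was not tested for it.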

How the results depend on the processing

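The upregulated cell cycle list kept its direction and its adjusted p-value under 0.05 in every alternative run, with odds ratios from 6.36 to 11.0. Of the 39 genes of Fig. 7C, between 32 and 39 met both limits. The log2 fold change of Pdgfra was from 0.86 to 1.29 across the 6 fits that each left out one library, and these also span the other alternatives. Its adjusted p-value rose above 0.05 in the fits without DMSO replicate 2 and without DMSO replicate 3, to at most 0.0775.

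Counts of genes depended more on the settings. The 2201 genes with an adjusted p-value under 0.05 became 4705 with the replicate block, with 50.4% of them higher against 62.8% without it. They became 4205 at an unadjusted p-value under 0.05, 1053 at an adjusted p-value under 0.01 and 5215 at the unadjusted lower line of Fig. 7A. They ran from 1306 to 1927 across the 6 fits that each left out one library. The 410 upregulated genes became 264 with limma on log2(FPKM + 1), 837 with a log2 fold change of at least 0.58, 1383 at any fold change and 45 in a test against a log2 fold change of 1. The 212 downregulated genes became 139 at an adjusted p-value under 0.01, 456 with a log2 fold change of at least 0.58, 818 at any fold change and 43 in the test against a log2 fold change of 1. With the replicate block, 453 genes were upregulated and 260 downregulated. The causes of these differences were not tested.

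The gene set tests depended most on the inter-gene correlation. Estimated by camera in place of 0.01, it left 0 of the 10 sets past the threshold. The shifts of the cell cycle (0.31), DNA replication (0.80), homologous recombination (0.70), Fanconi anemia (0.47), nucleotide excision repair (0.12), p53 signaling (0.12), NF-κB target (-0.23), myelin (-0.98), early response (0.79) and cholesterol synthesis (-0.15) sets are the same values, no longer past it. With the replicate block, the astrocyte (-0.26), microglia (-0.29), aryl hydrocarbon receptor (0.53) and ATF4 target (0.20) sets passed it, and did so with the length correction and the block (-0.26, -0.28, 0.54 and 0.21). The ATF4 set passed with each other normalization (0.20). Across the 6 fits that each left out one library, the shift ran from -0.39 to -0.011 for NF-κB targets, -0.53 to -0.031 for microglia genes, -0.47 to -0.19 for astrocyte genes, 0.18 to 0.63 for aryl hydrocarbon receptor targets, 0.13 to 0.29 for ATF4 targets, -0.19 to -0.046 for cholesterol synthesis genes, -0.19 to 0.068 for OPC genes and -0.18 to 0.29 for interferon-induced genes. In the same fits the shift ran from -1.24 to -0.60 for myelin genes. It ran from 0.078 to 0.17 for nucleotide excision repair and from 0.14 to 0.20 for p53 signaling. The sets of OPC and interferon-induced genes changed direction among these fits. Without ZJU-37 replicate 1 the interferon-induced set passed the threshold (0.29, 18 of 18 genes higher, adjusted p = 0.00831). Microglia genes passed it without DMSO replicate 1 (0.0123) and ZJU-37 replicate 2 (0.00430), astrocyte genes without DMSO replicate 2 (0.0158) and ZJU-37 replicate 3 (0.0114), aryl hydrocarbon receptor targets without DMSO replicate 3 (0.0171) and ZJU-37 replicate 1 (0.0324), and ATF4 targets without DMSO replicate 2 (0.0232) and ZJU-37 replicate 1 (0.00192). NF-κB targets no longer passed it without DMSO replicate 3 (0.201) and ZJU-37 replicate 1 (0.836). The cause was not tested.

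Among the single genes named, those whose direction changed were Ripk1 (from -0.10 to 0.11), Rela (from -0.046 to 0.089) and Olig2 (from -0.17 to 0.016), each across the fits with one library left out and none with an adjusted p-value under 0.05. Of the other values for single genes, apart from those of Pdgfra, 21 were weaker (8 for Aldh3a1, 7 for Mnd1, 4 for Tiparp and 2 for Cyp1a1) and 1 was stronger (Mbp with DESeq2). With 3 libraries per group, no exact permutation test can go below 0.1.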

Differences from the paper's values

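The paper's number of downregulated genes is 322, against 212 here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with DESeq2 (249), with the replicate block (260), without DMSO replicate 3 (222), at an unadjusted p-value under 0.05 (274), at the lower line of Fig. 7A with adjusted (239) and unadjusted (292) p-values, and with a log2 fold change limit of 0.58 (456). It was not with the other alternatives. In the authors' deposited table, 322 genes had an unadjusted p-value under 0.05 and a log2 fold change below -1, and 252 had an adjusted one. The paper's 2575 genes are those of the authors' deposited table with an adjusted p-value under 0.05, and the paper's 518 upregulated genes those with an unadjusted one. The lower line of Fig. 7A is labelled with another value than the -log10 of 0.05, which is 1.30. At the labelled line (p = 0.0933), the authors' deposited table held 588 genes above and 375 below the fold change limits with unadjusted p-values.

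The paper gives the cell cycle as the most upregulated pathway. With the gene lists used here, which are not those of KEGG, DNA replication had the smaller p-value (2.86e-12 against 4.60e-11) and the cell cycle list had more upregulated genes (20 against 13). The cell cycle list had the smallest p-value with limma on log2(FPKM + 1), without DMSO replicate 3, and without ZJU-37 replicate 1, 2 or 3. It ranked second with the 518 upregulated genes of the authors' deposited table as well.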

Other observations

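The tests for NF-κB, the aryl hydrocarbon receptor, cell types, gene length and library size on the cell cycle genes, and the number of genes past the threshold were set before the groups were compared, but after the library totals and the ranges of the table's columns had been seen, and the other counts of divisions of the libraries were added after the results had been seen. Of the 4 divisions of the libraries that part all same-numbered pairs, only the treatment itself (1 of 4) gave as many genes with an adjusted p-value under 0.05 (2201, against at most 1 in any other division, where 82 to 1165 genes had an unadjusted p-value under 0.05). The numbers of upregulated and downregulated genes were also largest in the treatment (1 of 4), where the other divisions called at most 1 gene. For the genes of Fig. 7C and the odds ratio of the cell cycle list (1 of 4 each) the count shows nothing, because the Fig. 7C genes were selected in this very grouping and the odds ratio was 0 or could not be computed in the other divisions. With 4 divisions, or 10 in all, the share cannot fall under 0.05, and the 6 others part only 1 pair each. Every division other than the treatment mixes both groups on each side. That adds the treatment difference to the spread there and lowers the count of genes.

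Removal of the trend on gene length hardly moved the shift of the cell cycle genes (0.31 before and after, adjusted p = 1.31e-14 in camera). That argues against the trend as its cause. By the rule set before the groups were compared, the kept p-value also counted against gene length. The limit on how far other corrections must move a shift (0.1 of its size) was set after the values were seen. With the counts of every library thinned to the smallest total, 23 cell cycle genes were upregulated, against 20 in the full libraries. Thinning did not remove the higher cell cycle genes.

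Aryl hydrocarbon receptor targets had a shift of 0.53 with 5 of 7 genes higher, and an adjusted p-value of 0.0735 in camera, and 0.0378 with the replicate block (0.0171 to 0.700 over the alternatives). Cyp1a1, Aldh3a1 and Tiparp had log2 fold changes of 1.81, 2.06 and 0.50 with adjusted p-values of 0.0133, 0.0493 and 0.0289 in edgeR, and 1.06e-04, 6.36e-05 and 0.00114 with the replicate block. Over the alternatives these rose to 0.0601, 0.146 and 0.102, above 0.05 in 2, 8 and 4 of 17. Of the 4 divisions that part the pairs, and of all 10, 1 (the treatment) gave a shift this large, the largest other being 0.48. Without the block, the set passed the threshold when DMSO replicate 3 (adjusted p = 0.0171) or ZJU-37 replicate 1 (0.0324, 7 of 7 genes higher) was left out, and not with all 6 libraries. Activation of this receptor by ZJU-37 remains undecided.

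Genes of other cell types were lower with ZJU-37, past the threshold with the replicate block and not without it on all 6 libraries. The shifts in pairs 1, 2 and 3 were -0.41, -0.13 and -0.24 for microglia genes and -0.59, -0.29 and -0.34 for astrocyte genes. Microglia genes had a shift of -0.29 with 14 of 15 genes lower (adjusted p = 0.126, and 8.58e-04 with the replicate block, the lowest of the alternatives, which reach 0.841), and astrocyte genes one of -0.26 with 11 of 13 lower (adjusted p = 0.125, and 0.0221 with the replicate block, from 0.0114 to 0.745 over the alternatives). Of the 4 divisions that part the pairs, 1 (the treatment) gave a shift as large for either set (largest other 0.15 and 0.23), and of all 10 divisions 6 and 5 did. A different content of these cells in the cultures could not be decided.

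Ripk1 was at 55.2 ± 8.51 CPM with DMSO and 55.7 ± 5.83 CPM with ZJU-37 (SD, n = 3 libraries each), a log2 fold change of 0.01 with an adjusted p-value of 0.970 in edgeR (0.866 with the block). Rela, which encodes P65, was at 84.5 ± 7.19 and 85.9 ± 5.48 CPM, and Olig2 at 502 ± 40.5 and 477 ± 66.3 CPM (log2 fold change -0.07, adjusted p = 0.737, and 0.342 with the block, edgeR).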
